# RNAi pathways repress reprogramming of *C. elegans* germ cells during heat stress

**DOI:** 10.1093/nar/gkaa174

**Published:** 2020-03-18

**Authors:** Alicia K Rogers, Carolyn M Phillips

## Abstract

Repression of cellular reprogramming in germ cells is critical to maintaining cell fate and fertility. When germ cells mis-express somatic genes they can be directly converted into other cell types, resulting in loss of totipotency and reproductive potential. Identifying the molecular mechanisms that coordinate these cell fate decisions is an active area of investigation. Here we show that RNAi pathways play a key role in maintaining germline gene expression and totipotency after heat stress. By examining transcriptional changes that occur in *mut-16* mutants, lacking a key protein in the RNAi pathway, at elevated temperature we found that genes normally expressed in the soma are mis-expressed in germ cells. Furthermore, these genes displayed increased chromatin accessibility in the germlines of *mut-16* mutants at elevated temperature. These findings indicate that the RNAi pathway plays a key role in preventing aberrant expression of somatic genes in the germline during heat stress. This regulation occurs in part through the maintenance of germline chromatin, likely acting through the nuclear RNAi pathway. Identification of new pathways governing germ cell reprogramming is critical to understanding how cells maintain proper gene expression and may provide key insights into how cell identity is lost in some germ cell tumors.

## INTRODUCTION

Germ cells must repress expression of somatic genes and repetitive elements in order to maintain totipotency and reproductive potential from one generation to the next. When this gene repression fails, germ cells can prematurely differentiate into other cell types, similar to germline teratomas, which are tumors formed from either male or female germ cells that contain various somatic tissues including teeth, hair, muscle, and bone. In *C. elegans*, germ cell differentiation into somatic cells, such as muscle or neurons, has been observed following disruption of transcriptional regulators, such as histone modifying enzymes, translational regulators or P granules (1–8). P granules, which are perinuclear RNA–protein granules, contain many known regulators of translation and are thought to act as a hub for post-transcriptional regulation (9). Interestingly, this cellular differentiation upon P granule disruption is not accompanied by up-regulation of somatic transcripts in day one adults (10), but is associated with increased somatic transcripts in older animals (11).

RNA silencing, or RNA interference (RNAi), is an evolutionarily conserved pathway that is employed to regulate endogenous and exogenous gene expression. Integral components of RNAi pathways are RNA-induced silencing complexes (RISC)—made up of Argonaute protein family members and their associated small RNAs—which transcriptionally and post-transcriptionally regulate target transcripts (12–18). The small RNA guides can be generated through several mechanisms that generate small RNAs with distinct features. Small-interfering RNAs (siRNAs) can be generated from exogenous and endogenous long double-stranded RNAs (dsRNAs) cleaved by the RNase III-like enzyme Dicer (19,20). In *C. elegans*, these siRNAs are referred to as primary siRNAs because they initiate amplification of additional secondary siRNAs (21–25). RNA-dependent RNA polymerases (RdRPs) participate in this amplification step within a perinuclear granule referred to as the *Mutator* focus and associate with the *mutator* complex proteins (21,23–26). Secondary siRNAs dependent on the *mutator* complex are synthesized in an antisense orientation relative to mRNA target transcripts and are essential for robust RISC-mediated silencing (21–25,27,28). Classical RNAi post-transcriptionally regulates targets in the cytoplasm; however RNAi can also occur in the nucleus – termed nuclear RNAi—to transcriptionally regulate mRNAs at the chromatin level by directing the establishment of the repressive chromatin mark H3K9me3 at target loci (12,13,16,17,29). Classical and nuclear RNAi occurs in both somatic cells and germ cells (29,30). In the germ cells, many of the proteins associated with RNAi, including multiple Argonaute proteins, localize to the P granule and adjacent to nuclear pore complexes (22,31–35). RISC-meditated regulation is responsible for maintaining homeostasis, appropriate gene expression, silencing of foreign genetic elements, and ultimately plays key roles in development and fertility (14,36).

While mutants for components of the *mutator* complex are viable, their fertility is more sensitive to environmental conditions, such as heat stress, compared to the fertility of wild-type animals. In general, *mutator* complex mutants have increased incidence in male progeny, as a direct result of chromosome nondisjunction events, and increased transposition of transposable elements (TEs) in their germline genome (37,38). In addition, many mutants in small RNA pathway genes exhibit a progressive generational decrease in brood size towards sterility—termed the Mortal Germline (Mrt) phenotype. For example, mutations in the *C. elegans* ortholog of Piwi, *prg-1*, which associates with piRNAs, become sterile after approximately 25 generations of homozygosity, regardless of temperature (39). Other germline RNAi mutants only exhibit a Mrt phenotype when cultured in specific stressful conditions: mutants in the nuclear RNAi pathway genes, *nrde-2* and *hrde-1*, become sterile after 3–5 generations at elevated temperature while mutants of the RNAi factor *rsd-2* require 8–12 generations at elevated temperature to become sterile (12,40). Thus, depending on the RNAi factor mutated, the rate of the heat-sensitive Mrt phenotype, and ultimately the generation at which sterility occurs, differs greatly (12,37,40–43). In contrast to the Mrt phenotypes observed in *rsd-2* and the nuclear RNAi pathway mutants, a null mutation in *mut-16*, an essential component of the *mutator* small RNA amplification pathway and the nucleating factor of the perinuclear *Mutator* foci, causes heat-sensitive sterility after a single generation when the mutants are cultured at elevated temperature (26,37,44). The temperature-sensitive sterility observed in *mutator* complex mutants implicates this pathway in playing an important role in maintaining the integrity and fitness of the germline from one generation to the next under heat stress. However, how heat stress triggers transgenerational sterility, and what determines the rate of progressive decline in fertility, in *mutator* complex pathway mutants remains unknown.

Epigenetic regulators also play key roles in the maintenance of germline fertility. For example, mutations in the H3K4 methyltransferase, *set-2*, have a progressive loss of fertility and produce increasing numbers of inviable embryos when cultured at elevated temperature for several generations (45,46). The germlines of these animals display endomitotic oocytes indicating a premature entry into the cell cycle, masculinized germlines where the normal switch to oogenesis has failed, or otherwise disorganized nuclei with abnormal cellular morphology (45). Similarly, mutations in the H3K9 methyltransferase, *met-2*, or the H3K4me2 demethylase, *spr-5*, also result in transgenerational sterility phenotypes (47–51). Furthermore, disruption of the H3K27 methylation status within germ cells permits conversion of the germ cells into different somatic cell lineages (3,6,7). This similarity in fertility defects between mutants of the chromatin and RNAi pathways suggests that the intersection of these pathways may play a role in the maintenance of fertility and totipotency, particularly during heat stress.

Here, we demonstrate that upon heat stress, MUT-16 and the *mutator* small RNA amplification pathway are required to maintain germline gene expression patterns. By performing comparative bioinformatic analysis on transcriptional changes in *mut-16* and control animals cultured at permissive and elevated temperature, we observed aberrant expression of somatic genes only when *mut-16* mutants were exposed to heat stress. *hrde-1* mutants cultured for multiple generations at elevated temperature also exhibit increased expression of somatic genes that correlate with their heat stress-induced Mrt phenotype. Interestingly, small RNAs targeting the mis-expressed somatic genes were not significantly affected in heat stressed *mut-16* mutants compared to controls. This result indicates that loss of small RNAs targeting the mis-expressed somatic genes is unlikely to be the sole cause of their increased expression. We also observed a modest increase in the expression of tandem and inverted repeats in heat-stressed *mut-16* mutants. These repetitive elements are direct targets of the *mutator* small RNA amplification pathway; however, their mRNA expression is only elevated after loss of the targeting small RNAs in combination with heat stress. Loss of P granules is associated with similar dis-regulation of somatic genes, and indeed, we observed disruption of P granule localization in *mut-16* mutants at elevated temperature. However, P granule loss is unlikely to be the sole trigger of the somatic gene expression in the germline of RNAi pathway mutants because the transcriptional changes in heat-stressed RNAi pathway mutants occur earlier than the transcriptional changes in P granule knockdown animals. Furthermore, we see increased chromatin accessibility along the gene bodies of the somatic genes up-regulated upon heat stress in *mut-16* mutants. Thus, our data indicates that the *mutator* small RNA amplification pathway is critical to maintain germline totipotency during heat stress, likely acting in part through the nuclear RNAi pathway and the regulation of germline chromatin.

## MATERIALS AND METHODS

### *C. elegans* strains

Unless otherwise stated, worms were grown at 20°C according to standard conditions (52). All strains are in the N2 background. Strains used include:

N2 – wild-type.
NL1810 – *mut-16(pk710) I*.
DUP75 – *pgl-1(sam33[pgl-1::GFP::3xFLAG]) IV*.
USC1252 – *mut-16(pk710) I; pgl-1(sam33[pgl-1::GFP::3xFLAG]) IV*.
USC1237 – *unc-119(ed3) III; cmpEx93 (myo-3p::GFP, unc-119(+))*.
USC1245 – *mut-16(pk710) I; unc-119(ed3) III; cmpEx93 (myo-3p::GFP, unc-119(+))*

### Strain construction

To generate *cmpEx93(myo-3p::GFP, unc-119(+))*, we injected 5 ng/ul *myo-3p::GFP* (pPD118.20); 10 ng/ul *unc-119(+)* (pCJF151), and 70 ng/ul pBluescript into HT1593 – *unc-119(ed3) III*.

### Brood size assay

Synchronized L1s of wild-type (N2) and *mut-16(pk710)* worms were plated on NGM plates and cultured at 20°C for a single generation. From those plates, L3 hermaphrodites were isolated onto individual plates and cultured at 20°C or 25°C (10 individuals per genotype per temperature). The number of eggs laid, number of eggs hatched and number of progeny reaching L4 stage were counted for each hermaphrodite.

### RNA extraction

Synchronized L1s of wild-type and *mut-16(pk710)* worms were plated on enriched peptone plates and cultured at 20°C and 25°C. Eight thousand animals per sample were harvested as adults (∼68 h at 20°C and ∼48 h at 25°C) for RNA extraction. Worms were washed off plates using water and then settled on ice to form a pellet. Water was aspirated off and worm pellets were resuspended in 1 ml TRIzol reagent (Life Technologies) and freeze-thawed on dry ice followed by vortexing. Worm carcasses were pelleted using centrifugation and the supernatant containing RNA was collected. 0.2 volume chloroform was added to supernatant, vortexed, centrifuged and then the aqueous phase was transferred to a new tube. Samples were precipitated using isopropanol and rehydrated in 50μL nuclease-free H_2_O.

For RNA samples extracted from gonads of wild-type (N2) and *mut-16(pk710)* samples cultured at 20°C and 25°C, 100 adult hermaphrodites were dissected in EBTA buffer with 10% RNAseOUT (ThermoFisher 10777019) then gonads were transferred to TRIzol reagent (Life Technologies) and RNA was extracted as described above. Only the distal arm of each gonad was harvested by cutting at the dorsal-to-ventral bend (10).

### cDNA preparation and qPCR reactions

RNA samples were DNAse treated using TURBO DNAse (ThermoFisher AM2238), and reverse transcribed with SuperScript III Reverse Transcriptase (ThermoFisher 18080093), following manufacturers’ protocols. All Real time PCR reactions were performed using the 2× iTaq Universal SYBER Green Supermix (Biorad 1725121) and run in the CFX96 Touch Real-Time PCR System (Biorad 1855196). Primers used are listed in Supplemental Table S2. qRT-PCR Ct values are reported in Supplemental Table S3.

### mRNA-seq library preparation

Nuclease-free H_2_O was added to 7.5 μg of each RNA sample, extracted from whole animals, to a final volume of 100 μl. Samples were incubated at 65°C for 2 min then incubated on ice. The Dynabeads mRNA Purification Kit (ThermoFisher 61006) was used according to the manufacturer's protocol. 20 μl of Dynabeads were used for each sample. 100 ng of each mRNA sample was used to prepare libraries with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB E7760S) according to the manual, using NEBNext multiplex oligos for Illumina (NEB E7335S). Library quality was assessed (Agilent BioAnalyzer Chip) and concentration was determined using the Qubit 1X dsDNA HS Assay kit (ThermoFisher Q33231). Libraries were sequenced on the Illumina NextSeq500 (SE 75-bp reads) platform. Three biological replicates were generated for wild-type (N2) and *mut-16* mutants cultured at 20°C and 25°C.

### Small RNA library preparation

Small RNAs (18- to 30-nt) were size selected on denaturing 15% polyacrylamide gels (Criterion 3450091) from total RNA samples. Libraries were prepared as previously described (53). Library quality was assessed (Agilent BioAnalyzer Chip) and concentration was determined using the Qubit 1X dsDNA HS Assay kit. Libraries were sequenced on the Illumina NextSeq500 (SE 75-bp reads) platform. Three biological replicates were generated for wild-type (N2) and *mut-16* mutants cultured at 20°C and 25°C.

### Isolation of germline nuclei

One million wild-type and *mut-16(pk710)* worms per sample, in biological triplicates, were harvested as adults (∼68 h at 20°C and ∼48 h at 25°C) and germline nuclei were isolated as previously described (54). Worms were washed off plates using M9 media, centrifuged at 3100 rpm for 2 min, and incubated on ice at −20°C for 10 min. Worms were then washed three additional times in M9 media. Worms were crosslinked in 2% formaldehyde in PBS, rotating at room temperature for 30 min, then quenched in a 1 M Tris (pH 7.5) wash. Next, worms were washed two times in M9 media followed by a wash in pre-chilled Nuclei Purification Buffer+ (50 mM HEPES pH 7.5, 40 mM NaCl, 90 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 0.1% Tween-20, 0.5 mM PMSF, 0.2 mM DTT, 0.5 mM spermidine, 0.25 mM spermine, cOmplete protease inhibitor cocktail (Roche)). Worms were resuspended in pre-chilled Nuclei Purification Buffer+ and dounced on ice in a Wheaton homogenizer (clearance 0.05 ± 0.025 nm) for 15 loose strokes followed by 25 tight strokes, with a quarter turn after each stroke. After every 15 strokes, the samples were incubated on ice for 5 min. Twice, the samples were vortexed for 30 s then incubated on ice for 5 min to release the germline nuclei. The nuclei were passed through three 40 μm cell strainers (Fisherbrand) then passed through two 20 μm cell strainers (Pluriselect) to remove worm debris. Isolated nuclei were pelleted at 3100 rpm at 4°C for 6 min and resuspended in Nuclei Purification Buffer+, transferred to a nonstick 1.5 ml tube (Ambion) and an aliquot was DAPI-stained and counted to calculate the number of nuclei extracted. The remainder of the nuclei were pelleted, the supernatant was removed, and the nuclei were flash frozen in liquid nitrogen and stored at −80°C.

### ATAC library preparation

For each sample, roughly 50,000 isolated germline nuclei were used. We prepared our ATAC-seq libraries as previously described (55). Nuclei were resuspended in Nuclei Purification Buffer+ and added to transposition mixture (2× TD Buffer (Nextera), 100 mM Tn5 transposase, PBS, 0.01% digitonin, 0.1% Tween-20) and incubated at 37°C for 30 min, shaking at 1000 rpm. Reactions were cleaned with a Zymo DNA Clean & Concentrator-5 Kit using 1:5 DNA Binding Buffer (Zymo D4014). Transposed fragments were pre-amplified using 2× NEBNext Master Mix (NEB M0541S). Then qPCR amplification was done to determine the number of required additional cycles, using Syber Green I (ThermoFisger Q32851) and 2× NEBNext Master Mix (NEB M0541S), run in the CFX96 Touch Real-Time PCR System (Biorad 1855196). After qPCR, amplification profiles were manually assessed as previously described (56), then samples were amplified accordingly. Libraries were cleaned with a Zymo DNA Clean & Concentrator-5 Kit using 1:5 DNA Binding Buffer (Zymo D4014). Library quality was assessed (Agilent BioAnalyzer Chip) and concentration was determined using the Qubit 1X dsDNA HS Assay kit (ThermoFisher Q32851). The average size of the library was determined with an Agilent Bioanalyzer 2100, and the final pool was quantified via qPCR using the NEBNext Library Quant Kit for Illumina (New England BioLabs, Ipswich, MA, USA), according to manufacturer's instructions. This final pool was sequenced on a high-output flowcell in an Illumina NextSeq 550 instrument, following a 2 × 75 cycles format.

### Bioinformatic analysis

For small RNA libraries and mRNA libraries, sequences were parsed from adapters using Cutadapt (57) and mapped to the *C. elegans* genome, WS258, using HISAT2 (58) and the transcriptome using Salmon (59). Data analysis was done using R, Excel and custom Python scripts. Reads per million were plotted along the WS258 genome using Integrative Genomics Viewer 2.3.68 (60). Gene enrichment analysis was performed using reference gene lists from WormExp (61). CSR-1 target genes, ALG-3/4 target genes, ERGO-1 target genes, *mutator* target genes, piRNA target genes, spermatogenesis-enriched genes, oogenesis-enriched genes, soma-enriched genes, muscle-enriched genes, and neuron-enriched genes were previously described (22,32,37,62–68). For ATAC-seq libraries, adapters were removed using NGMerge (69) and aligned to the WS258 genome using Bowtie2 (70), and analysed using deepTools2 (71). Sequencing data is summarized in Supplemental Table S1.

### Fluorescent microscopy

*C. elegans* gonads were immunostained according to previously described protocol (72). For evaluation of GFP (from *myo-3p::gfp* strain) or PGL-1::GFP::3xFLAG expression and localization, age matched adult animals were imaged using identical microscope settings. To DAPI-stain whole animals, age matched adults were fixed in pre-chilled (−20°C) methanol for 5 min then washed twice in 1xPBST. Worms were then incubated in 0.17 μg/ml DAPI solution (in PBST) for 15 min, followed by three washes in PBST. Imaging was performed on a DeltaVision Elite microscope (GE Healthcare) using a 60× N.A. 1.42 oil-immersion objective. Images were processed using ImageJ (73) and pseudocolored using Adobe Photoshop.

## RESULTS

### Maternal and paternal germline defects contribute to the temperature-sensitive sterility of *mut-16* mutants

Previously, it was shown that *C. elegans* lacking functional MUT-16, like other RNAi-defective mutants, exhibit increased incidence of males and temperature-sensitive sterility when cultured at elevated temperature (37). To further investigate the heat stress-induced sterility in animals lacking functional MUT-16, we performed a multigenerational temperature shift brood size assay using wild-type (N2) and the *mut-16(pk710)* mutant strains. Synchronized animals were cultured at 20°C (Generation 0) and then transferred as L3 larvae to non-permissive temperature (25°C) for subsequent generations (Generations 1–2) (Supplementary Figure S1A). At each generation, we counted the brood size for thirty individuals. Consistent with previous reports, we observed that *mut-16* mutants exhibit a strong temperature-sensitive reduction in fertility (Figure 1A and Supplementary Figure S1B). In addition, we observed that *mut-16* mutants lay on average ∼52% fewer eggs than wild-type animals cultured at permissive temperatures (Figure 1A, Supplementary Figure S1B). We chose to isolate L3s for our brood size analysis due to our observation that *mut-16* mutants exhibited a temperature-independent reduction in progeny viability compared to wild-type animals (Supplementary Figure S1B). It should be noted that when L1s are moved to 25°C, *mut-16* mutants reach sterility within a single generation (37). To take advantage of the complete sterility of *mut-16* mutants in a single generation, we synchronized animals as L1s prior to culturing for all subsequent experiments.

**Figure 1.**
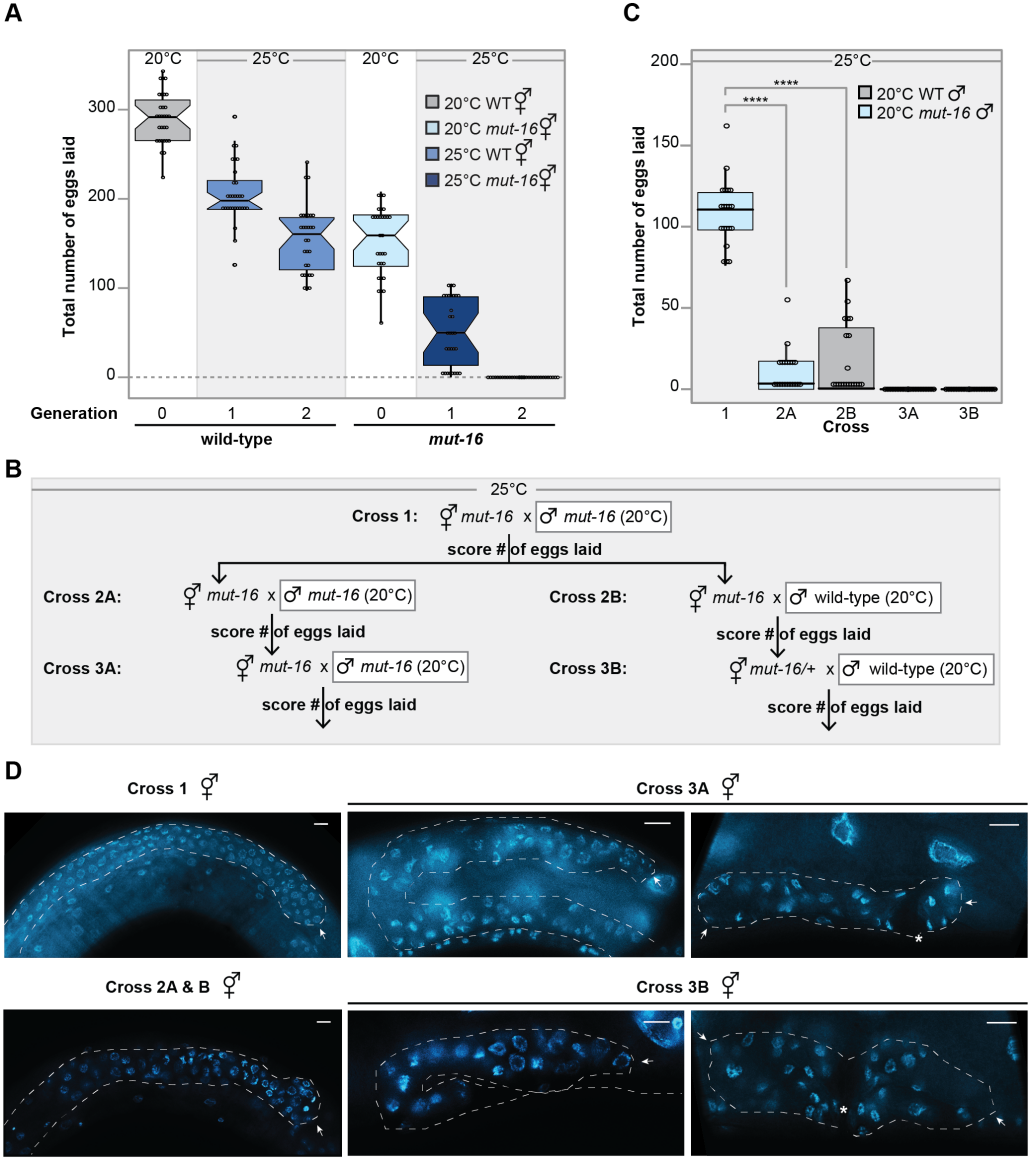
*mut-16* mutants exhibit temperature-sensitive sterility due to maternal and paternal germline defects. (**A**) *mut-16* mutants have reduced brood sizes. Shown are total number of eggs laid by wild-type animals cultured at 20°C (gray), *mut-16* mutants cultured at 20°C (light blue), wild-type animals cultured at 25°C (medium blue), and *mut-16* mutants cultured at 25°C (dark blue). For each generation, *n* = 30 broods. Circles represent each brood counted. Notches indicate the 95% confidence interval of the median; black line indicates median. (**B**) Crossing schema used to assess maternal and paternal effects on *mut-16* fertility at 25°C. All males additionally carried the PGL-1::GFP transgene to confirm successful mating. (**C**) At 25°C, *mut-16* has a maternal effect on fertility that takes two to three generations to manifest. Shown are total number of eggs laid by *mut-16* mutant hermaphrodites grown at 25°C crossed to *mut-16* males grown at 20°C (light blue) or wild-type males grown at 20°C (gray) for each cross shown in the crossing schema. For each generation, *n* = 20 broods. Circles represent each brood counted. Notches indicate the 95% confidence interval of the median; black line indicates median. (**D**) Shown are representative images of DAPI-stained germlines in whole animals of unmated hermaphrodites for each cross shown in the crossing schema. For crosses 3A and 3B, representative images of small germlines are shown in the left panel and representative images of collapsed germlines are shown in the right panel. White dashed line outlines gonad and white arrow indicates distal tip of gonad. Scale bars are 10μm.

To determine whether the observed temperature sensitive sterility in *mut-16* mutants is due to a maternal or paternal effect of *mut-16*, we performed a multigenerational crossing schema in which we assayed the brood sizes of twenty individual hermaphrodites following mating (Figure 1B). All crosses were performed and maintained at 25°C and males carried the PGL-1::GFP transgene to ensure successful mating. For the first cross, *mut-16* mutant hermaphrodites cultured at 25°C for a single generation, that if unmated would be sterile, were crossed to *mut-16* males cultured at 20°C (cross 1) and the total number of eggs laid were counted (Figure 1B). We found that mating *mut-16* hermaphrodites cultured at 25°C with males that were cultured at permissive temperature restores the fertility of *mut-16* mutant hermaphrodite back to the level similar to *mut-16* hermaphrodites cultured at permissive-temperature (Figure 1C). These data indicate that there is a paternal component to the *mut-16* temperature-sensitive fertility defect. We next mated individual F1 *mut-16* hermaphrodites raised at 25°C from cross 1 to either *mut-16* males cultured at 20°C (cross 2A) or wild-type males cultured at 20°C (cross 2B) (Figure 1B). We observed a significant reduction in total number of eggs laid by F1 *mut-16* hermaphrodites raised at 25°C, compared to the parental generation, independent of whether the F1 *mut-16* hermaphrodites were mated with *mut-16* males (cross 2A) or wild-type males (cross 2B) cultured at 20°C (Figure 1C). These data indicate that there is a maternal fertility defect associated with multiple generations at elevated temperature. Furthermore, when we mated the F2 *mut-16* mutant hermaphrodites to *mut-16* males cultured at 20°C (cross 3A) and the *mut-16/+* heterozygote hermaphrodites to wild-type males cultured at 20°C (cross 3B), neither of the F2 hermaphrodites laid any eggs after mating (Figure 1C). The sterility of cross 3B, the *mut-16/+* heterozygote hermaphrodites crossed to wild-type males, is especially revealing, because it indicates that the sterility of the *mut-16/+* heterozygote hermaphrodite is a maternal effect resulting from its homozygous *mut-16* mutant mother and grandmother being raised at restrictive temperature. To assess the morphology of the *mut-16* mutant female germline after 2–3 generations at elevated temperature, we imaged DAPI-stained germlines of the unmated hermaphrodites used in each of our crosses. Interestingly, the germlines of the *mut-16* mutant hermaphrodites used in cross 3A and cross 3B, neither of which able to produce eggs after mating, exhibited a range of morphological defects (Figure 1D). These defects were observed in all animals and ranged from shrunken and disordered germlines (upper panel) to completely collapsed germlines (lower panel) (Figure 1D). Together, these data demonstrate that *mut-16* mutants have both maternal and paternal fertility defects, however, the paternal fertility defect is manifested within a single generation at elevated temperature, whereas the maternal defect requires 2–3 generations at elevated temperature to induce complete sterility.

### P granule integrity is compromised in *mut-16* mutants at elevated temperature

Because expression of PGL-1, a core component of P granules, is restricted to the germline, it is often used to evaluate the identity of germline versus somatic tissue (74,75). To determine whether the loss of fertility we observe in heat-stressed *mut-16* mutants is accompanied by loss of P granules, we evaluated the expression of PGL-1::GFP::3xFLAG in the germline of wild-type and *mut-16* mutant animals cultured at 20°C and 25°C. As expected, wild-type animals cultured at 20°C and 25°C express PGL-1::GFP::3xFLAG in normal perinuclear P granules (Figure 2). In addition, we observed normal perinuclear P granules containing PGL-1::GFP::3xFLAG in *mut-16* mutants cultured at 20°C (Figure 2). Strikingly, PGL-1::GFP::3xFLAG expression in *mut-16* mutants cultured at 25°C was severely disrupted, with some germline nuclei flanked by large aggregates of PGL-1::GFP::3xFLAG whereas other nuclei in the same germline completely lacked perinuclear P granules (Figure 2). These data indicate P granule integrity is disrupted in heat-stressed *mut-16* mutants.

**Figure 2.**
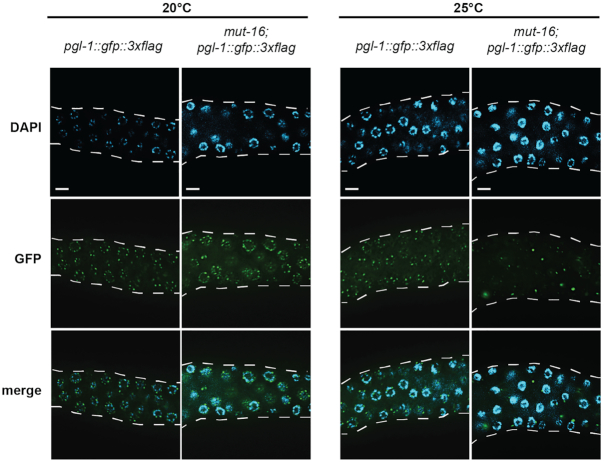
P granules are disrupted in heat-stressed *mut-16* mutants. Expression of PGL-1::GFP::3xFLAG in wild-type and *mut-16* mutant animals cultured at 20°C and 25°C. White dashed line outlines gonad. Scale bars are 10 μm.

### Spermatogenesis-enriched genes are up-regulated during heat stress

In small RNA pathway mutants that exhibit a temperature-sensitive mortal germline phenotype, the generation at which sterility occurs differs (12,37,41–43). As it has remained unclear what triggers induction of sterility, we sought to identify mRNA expression changes that occur during heat stress that may contribute to the reproductive changes in temperature-sensitive small RNA pathway mutants. We generated mRNA-seq libraries from synchronized adult wild-type and *mut-16* mutants cultured at 20°C and 25°C for a single generation (Supplementary Table S1). In addition, we sequenced size selected small RNA libraries from the total RNA extracted from synchronized adult wild-type and *mut-16* mutants cultured at 20°C and 25°C for a single generation (Supplementary Table S1). 

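The mRNA-seq experiment had 3 libraries for each of the 4 combinations of genotype and temperature, made from whole adults harvested about 68 h after plating at 20°C and about 48 h after plating at 25°C. Comparisons between the temperatures are thus also comparisons between these times, and a difference in developmental stage was not separated from heat. The authors trimmed the reads with Cutadapt, mapped them to the WS258 transcriptome with Salmon and deposited the estimated number of reads on each gene, without normalization. Totals per library were 18569724 to 24219091 (median 19960805) for wild-type at 20°C, 21675767 to 28472933 (median 26746924) for wild-type at 25°C, 20894813 to 25965885 (median 21391843) for *mut-16* at 20°C and 15432009 to 34195602 (median 31774073) for *mut-16* at 25°C. These totals equal the reads mapping to transcripts in Supplemental Table 1, where reads mapping to the genome run from 22549327 to 50063712 per library. Salmon divides reads that match several transcripts among them, so values of single members of near-identical families, such as the major sperm protein (*msp*) genes, are uncertain. The *mut-16* gene (B0379.3) lies on chromosome I, 10080159 to 10085765 in WBcel235. Its level was 121 ± 5.28 RPM (reads scaled to the library total; SD, n = 3) in wild-type at 20°C, 113 ± 11.5 in wild-type at 25°C, 52.3 ± 11.8 in *mut-16* mutants at 20°C and 44.1 ± 4.68 in *mut-16* mutants at 25°C, and each mutant library was below each wild-type library of its temperature. The log2 fold change between mutant and wild-type was -1.11 (standard error 0.23, adjusted p = 2.28e-05) at 20°C and -1.57 (standard error 0.28, adjusted p = 4.52e-07) at 25°C, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Counts were rounded and scaled by edgeR's TMM method, and the 14623 genes that passed edgeR's filter on low counts were tested with all 12 libraries in one fit. Same-numbered libraries deviated from their group means with a mean correlation across genes of 0.11 between *mut-16* at 20°C and at 25°C, and within 0.1 of 0 in the other comparisons, so results that compare the *mut-16* groups are also given with the replicate number as a block. With total counts in place of TMM as the scaling, the median log2 fold change of all genes moved from 0.15 to 0.46 for *mut-16* at 25°C against 20°C, from 0.16 to 0.37 for *mut-16* against wild-type at 25°C, and from -0.10 to 0.19 for the difference between the heat responses of the genotypes. Changes of gene families are therefore also given relative to the median of all genes.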

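The small RNA-seq experiment also had 3 libraries per group, from 18- to 30-nt RNA, which the authors processed with the same programs to an estimated number of small RNA reads per gene. Between 4760502 and 19060841 reads per library were counted on genes, with a median of 9964465 in wild-type at 20°C, 11012073 in wild-type at 25°C, 10076941 in *mut-16* at 20°C and 8842206 in *mut-16* at 25°C. The counts hold no read length or strand, so they are totals of small RNAs per gene, and 22G-RNAs were not separated from other classes here. Pseudogenes took 9.79 ± 0.129% of the counts (SD, n = 3) in wild-type at 20°C, 9.12 ± 0.0542% in wild-type at 25°C, 1.61 ± 0.0603% in *mut-16* at 20°C and 1.44 ± 0.218% in *mut-16* at 25°C. Annotated piRNA genes took at most 0.0133% of any library and microRNA genes at most 0.383%. The 10 genes with the most counts in a library took 5.48 ± 0.161% in wild-type at 20°C and 10.3 ± 1.11% in *mut-16* at 20°C. The design was that of the mRNA-seq fit, with 16025 genes tested. At 20°C, 7505 genes had fewer and 5387 had more small RNAs in *mut-16* than in wild-type at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With an absolute log2 fold change of at least 1 as a further condition, the alternative that moved the second count most, they were 6704 and 2262, and with at least 10 counts in every library, which moved the first count most, they were 3187 and 3251. Counts are scaled within a library, so a loss of small RNAs at some genes can raise the others without a gain. The count of genes with more small RNAs was not separated from such a shift.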

We used differential expression analysis to identify genes that exhibit transcript level changes upon heat stress. First, we compared mRNA libraries from wild-type animals cultured at 20°C to mRNA libraries generated from wild-type animals cultured at 25°C to identify genes significantly differentially expressed upon heat stress. This analysis revealed that spermatogenesis-enriched genes were significantly up-regulated in wild-type animals during heat stress (Figure 3A). Similarly, when we compared mRNA libraries from *mut-16* mutant animals cultured at 20°C to mRNA libraries generated from *mut-16* mutant animals cultured at 25°C, we observed a significant up-regulation of spermatogenesis-enriched genes (Supplementary Figure S2A). 

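In wild-type animals, 3309 genes were higher and 1424 lower at 25°C than at 20°C at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved the lower count most was a minimum absolute log2 fold change of 1, which left 185 genes lower. The published list of spermatogenesis-enriched genes was not used here, and spermatogenesis genes were taken by gene class as the *msp*, *spe*, *ssp* and *ssq* genes with *gsp-3* and *gsp-4*, of which 66 were tested. Their median log2 fold change was 3.17 (quartiles 1.87 and 3.71), which is 3.08 above the median of all genes, with 65 of 66 higher and 54 past the threshold. The adjusted p of the family was 1.25e-34 from limma's camera test with Benjamini-Hochberg adjustment over 14 gene families. The family's median was 0.76 among its members with at least 10 counts in every library. Summed over the family, the level rose from 206 ± 8.52 RPM (SD, n = 3) at 20°C to 348 ± 28.3 RPM at 25°C, with no overlap between the groups (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). *ssp-35* (F55C5.1; chromosome V, 12263500 to 12263823) had at most 3 counts in each wild-type library at 20°C and was at least 9.09-fold higher at 25°C (adjusted p = 2.84e-06 from the edgeR test). The genes with the largest increases, among those with at least 10 RPM at 25°C and no overlap between the groups, were *pud-4* (F15E11.12; chromosome V, 2326678 to 2327282), *pud-3* (F15E11.15; chromosome V, 2324634 to 2325152) and *sysm-1* (T24B8.5; chromosome II, 9082626 to 9083193). Their log2 fold changes by edgeR were 6.04 (standard error 0.96, adjusted p = 6.52e-08), 5.33 (standard error 1.19, adjusted p = 1.21e-04) and 4.19 (standard error 0.52, adjusted p = 1.10e-11).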

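In *mut-16* mutants, 5880 genes were higher and 4735 lower at 25°C than at 20°C at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, the counts were 5852 and 4760. Higher genes made up 55.4% of the changed genes with TMM and 80.8% with total counts as the scaling. The 66 spermatogenesis genes had a median log2 fold change of 0.35 (quartiles 0.035 and 1.11), 0.20 above that of all genes. 50 of them were higher at 25°C, 30 past the threshold, and 8 were lower past it. The camera test gave the family an adjusted p of 0.0526 (Benjamini-Hochberg over 14 families), which is not under 0.05. With the replicate number as a block, the median was 0.36 and the adjusted p was 0.0402, and without the 3 most expressed members, they were 0.38 and 0.0238. The largest increases among genes with at least 10 RPM at 25°C and no overlap between the groups were those of F47B7.6, a pseudogene (chromosome X, 3769729 to 3770643), *ugt-66* (C23G10.6; chromosome III, 6192116 to 6194580) and *sysm-1*. F47B7.6 rose from 0.391 ± 0.0678 to 18.3 ± 1.31 RPM (SD, n = 3), *ugt-66* from 0.320 ± 0.146 to 11.4 ± 1.23 RPM, and *sysm-1* from 1.44 ± 0.277 to 39.7 ± 1.87 RPM. Their log2 fold changes were 5.21 (standard error 0.70, adjusted p = 1.44e-10), 4.88 (standard error 0.66, adjusted p = 1.86e-10) and 4.47 (standard error 0.55, adjusted p = 7.22e-12), from edgeR, and 5.21, 4.88 and 4.47 with the replicate block (adjusted p of at most 1.23e-09).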

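Taking the genes at an adjusted p under 0.05 in both genotypes and with the same sign (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2766 genes were higher and 947 lower at 25°C in wild-type and in *mut-16*. The counts with the replicate block were 2735 and 947. Across the 9 alternatives of processing, the higher list ran from 1299 to 3044 genes and the lower list from 52 to 1620, each lowest with a minimum absolute log2 fold change of 1. The lower genes with the largest changes in wild-type, among those with at least 10 RPM at 20°C and no overlap between the groups, were *fat-7* (F10D2.9; chromosome V, 7151353 to 7153146), *acs-2* (F28F8.2; chromosome V, 15567394 to 15569897) and F42A10.7 (chromosome III, 6177916 to 6178686). *acs-2* fell from 33.2 ± 8.41 to 5.14 ± 1.01 RPM (SD, n = 3) in wild-type and from 20.8 ± 3.17 to 6.38 ± 1.09 RPM in *mut-16*. The log2 fold changes of *fat-7*, *acs-2* and F42A10.7 in wild-type were -3.43 (standard error 0.55, adjusted p = 8.62e-08), -2.71 (standard error 0.45, adjusted p = 2.01e-07) and -2.10 (standard error 0.32, adjusted p = 2.79e-08), and in *mut-16* they were -2.08 (standard error 0.39, adjusted p = 1.57e-06), -1.99 (standard error 0.37, adjusted p = 1.43e-06) and -0.74 (standard error 0.17, adjusted p = 9.10e-05), from edgeR. In the fit with the block, those in *mut-16* were -2.08, -2.01 and -0.73 (adjusted p of at most 1.27e-04). F57F4.1 (chromosome V, 6390463 to 6392566), C15H11.1 (chromosome V, 14393804 to 14394463) and *clp-8* (F44F1.3; chromosome I, 13254141 to 13257729) were on the higher list, and each had at most 3 counts in every wild-type library at 20°C. Against that limit, wild-type at 25°C was at least 2.80-fold higher for F57F4.1, at least 2.68-fold higher for C15H11.1 and at least 2.32-fold higher for *clp-8* (adjusted p = 0.00371, 3.89e-04 and 0.0165 by edgeR). With single replicates left out, the adjusted p of *clp-8* reached 0.0799. In *mut-16*, F57F4.1 rose from 1.23 ± 0.634 to 4.19 ± 0.408 RPM, C15H11.1 from 0.702 ± 0.228 to 2.45 ± 0.217 RPM, and *clp-8* from 1.13 ± 0.346 to 3.34 ± 0.617 RPM (SD, n = 3). Their log2 fold changes in *mut-16* were 1.46 (standard error 0.40, adjusted p = 6.99e-04), 1.49 (standard error 0.37, adjusted p = 1.87e-04) and 1.23 (standard error 0.34, adjusted p = 8.92e-04) by edgeR, and 1.46, 1.48 and 1.25 with the replicate block (adjusted p of at most 0.00116).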

In total, we found 1478 genes were significantly up-regulated and 121 genes were significantly down-regulated upon heat stress in both wild-type and *mut-16* mutant animals. 

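The published lists of gonad-enriched genes were not used here, and families of genes fixed by name stood in for them, with the genes tested in mRNA-seq as the background. Of the 66 spermatogenesis genes tested, 25 were among the genes higher at 25°C in both genotypes, where 12.5 would be expected from the size of the list (odds ratio 2.63, adjusted p = 9.23e-04). When made with the replicate block, the list held 27 spermatogenesis genes (adjusted p = 6.09e-05), and across the 4 alternatives run for this count from 12 to 41, the lowest with a minimum absolute log2 fold change of 1 (adjusted p = 0.0665). No gene of the oocyte family (0 of 32, 6.05 expected, adjusted p = 0.00384) or of the germline and meiosis family (0 of 35, 6.62 expected, adjusted p = 0.00182) was on the list, and none with the replicate block (adjusted p = 0.00382 and 0.00310). Neuron genes (25 of 62, 11.7 expected, odds ratio 2.91, adjusted p = 3.62e-04) and cuticle collagen genes (57 of 116, 21.9 expected, odds ratio 4.21, adjusted p = 1.53e-12) were also more frequent than expected, and with the replicate block 26 neuron and 59 collagen genes were on the list. Both families also passed the threshold with DESeq2 and with total counts as the scaling. With a minimum absolute log2 fold change of 1, neither did. That list held 5 neuron genes, with 5.51 expected, and 18 collagen genes, with 10.3 expected (adjusted p = 0.0665). Each p is from a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 10 families. Expression of cuticle collagen genes changes with developmental stage, which was not separated from heat here.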

Further bioinformatic analysis revealed that spermatogenesis factors are significantly enriched among the 1478 genes significantly up-regulated (35% of up-regulated genes, enrichment analysis log_2_(fold change) = 2.56), while oogenesis factors and gender-neutral gonad factors were significantly depleted among the up-regulated genes (enrichment analysis log_2_(fold change) = −5.80 and log_2_(fold change) = −0.71, respectively) (Supplementary Figure S2B). In addition, 28% of the 121 genes that are down-regulated during heat stress are associated with oogenesis or gender-neutral germline function (Supplementary Figure S2C). These data indicate that heat-stressed animals display increased expression of spermatogenesis-associated transcripts and reduced expression of oogenesis and other germline transcripts.

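Of the genes lower at 25°C in both genotypes, 2 belonged to the oocyte family of 32 genes, with 2.07 expected, and 2 to the germline and meiosis family of 35 genes, with 2.27 expected (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 1 for both), with and without the replicate block. Ribosomal protein genes were more frequent among them than expected, with 16 of 78 against 5.05 (odds ratio 3.77, adjusted p = 3.23e-04 from the same test), and 17 with the replicate block (adjusted p = 7.88e-05). From the enrichment of spermatogenesis genes among the genes that rise with heat and the share of oogenesis and gender-neutral germline genes among those that fall, the paper concludes that heat-stressed animals shift toward spermatogenesis-associated transcripts and away from oogenesis and other germline transcripts.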

**Figure 3.**
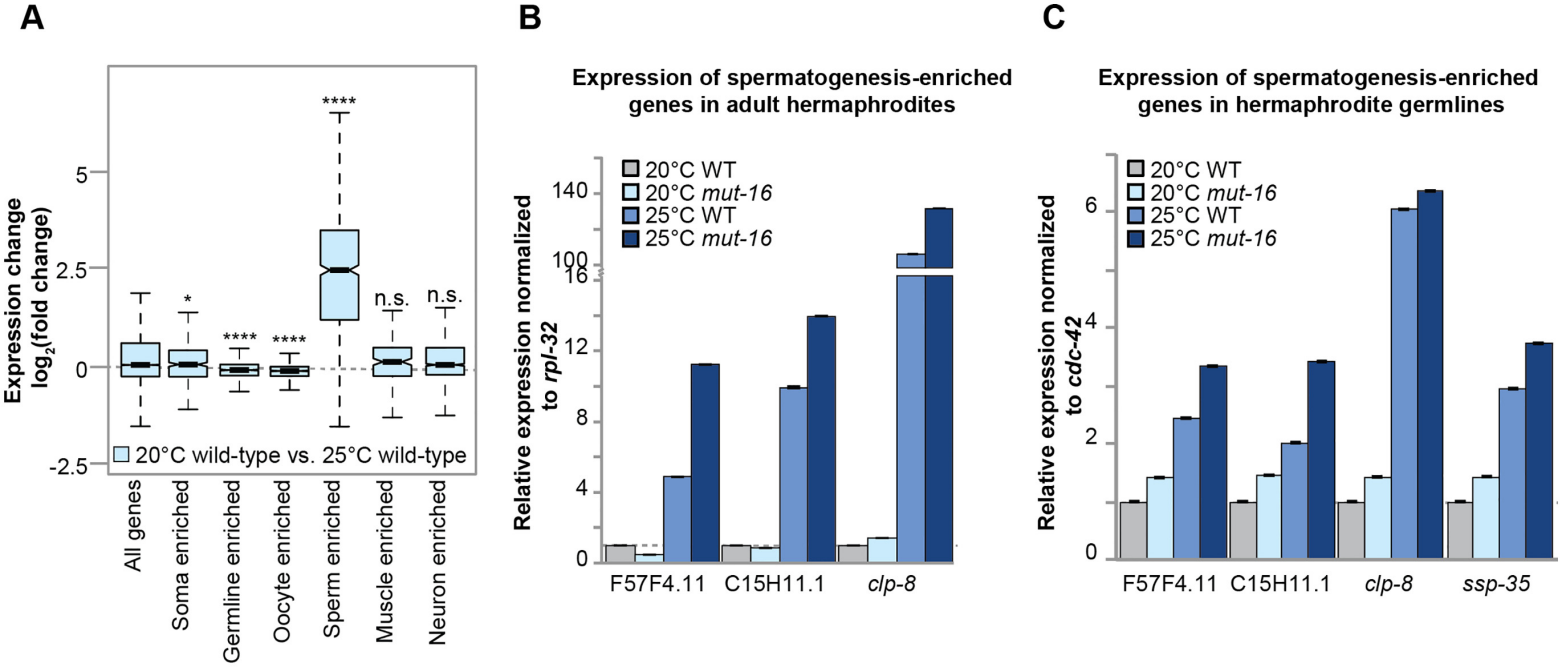
Heat stress induces expression of spermatogenesis-enriched genes in adult hermaphrodites. (**A**) Comparison of expression changes in wild-type animals cultured at 25°C compared to wild-type animals cultured at 20°C for published enriched gene sets. Notches indicate the 95% confidence interval of the median; black line indicates median. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, **** indicates a *P*-value ≤ 0.0001. (**B**) qRT-PCR of spermatogenesis factors in hermaphrodites of wild-type and *mut-16* mutant animals cultured at 20°C and 25°C. Expression is normalized to *rpl-32* and relative to expression in wild-type animals cultured at 20°C. Error bars indicate standard deviation. (**C**) qRT-PCR of spermatogenesis factors in the germlines of hermaphrodites of wild-type and *mut-16* mutant animals cultured at 20°C and 25°C. Expression is normalized to *cdc-42* and relative to expression in wild-type animals cultured at 20°C. Error bars indicate standard deviation.

Incidence of males in wild-type *C. elegans* cultured at permissive temperature is incredibly low (∼0.1%), however the incidence of males increases when cultured at non-permissive temperatures (∼0.4%) (37,76–79). In addition, *mut-16* mutants have been observed to have an increased incidence of males independent of temperature (2.1% at permissive temperature and 5.9% at non-permissive temperature) (37). To determine whether the observed enrichment of spermatogenesis factors among heat-induced genes could be attributed to an increased incidence of males in the prepared mRNA libraries, we performed qRT-PCR using RNA extracted from isolated hermaphrodites of wild-type and *mut-16* mutants grown at 20°C and 25°C. We used primers for highly up-regulated spermatogenesis factors from our list of heat-induced genes (F57F4.1, C15H11.1 and *clp-8*). We found that these spermatogenesis factors up-regulated due to heat stress in our mRNA-seq libraries were also up-regulated by qRT-PCR of adult hermaphrodites, indicating that the increase in expression of spermatogenesis genes cannot be attributed to an increased incidence of males in the mRNA-seq samples (Figure 3B). While culturing animals at elevated temperatures is known to cause higher incidence of male progeny, our data indicates that heat stress also results in increased expression of male-specific and spermatogenesis-enriched factors in adult hermaphrodites. Our mRNA-seq libraries were generated from RNA extracted from whole animals. Next, to determine whether the observed increase in expression of spermatogenesis factors in heat-stressed animals is occurring in germline tissue, we performed qRT-PCR using RNA extracted from dissected hermaphrodite germlines of wild-type and *mut-16* mutants grown at 20°C and 25°C. Samples contained only the distal arms of the gonads so as to exclude oocytes and the sperm. We observed a significant increase in expression of the tested spermatogenesis factors in the germlines of heat-stressed animals (Figure 3C). Together, these data reveal that spermatogenesis factors are mis-regulated within the germlines of heat-stressed hermaphrodites.

### Spermatogenic and somatic genes are up-regulated in heat-stressed *mut-16* mutants

To further understand the changes in expression associated with the fertility defects of *mut-16* mutants at elevated temperature, we used differential expression analysis to identify the genes that are significantly down-regulated or up-regulated (519 genes and 2086 genes, respectively) exclusively in *mut-16* mutants cultured at 25°C. These gene lists exclude any genes we determined to be significantly differentially expressed due to heat stress or the *mut-16* mutation alone. This analysis revealed that soma-enriched genes, muscle-enriched genes, neuron-enriched genes and sperm-enriched genes were significantly up-regulated in *mut-16* mutants cultured at 25°C, compared to both *mut-16* mutants cultured at 20°C and wild-type animals cultured at 25°C (Figure 4A and B). It should be noted that the log_2_(fold change) of spermatogenesis-enriched genes in *mut-16* mutants cultured at 25°C does not appear significantly up-regulated compared to *mut-16* mutants cultured at 20°C due to the significant up-regulation of spermatogenesis-enriched genes present in wild-type animals cultured at 25°C compared to wild-type animals cultured at 20°C (Figure 3A and Supplementary Figure S2A). 

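Genes were counted as changed exclusively in *mut-16* at 25°C when they differed in the same direction from *mut-16* at 20°C, wild-type at 25°C and wild-type at 20°C at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and differed neither between the temperatures in wild-type nor between the genotypes at 20°C. This gave 1647 genes higher and 2409 lower, and 1673 and 2466 with the replicate block. The rule does not itself test whether the heat response differs between the genotypes. By edgeR's test of that difference, 527 of the 1647 higher and 1686 of the 2409 lower genes passed the threshold in the same direction. With a minimum absolute log2 fold change of 1, the alternative that moved the lists most, they held 837 and 56 genes, and with total counts as the scaling, 2551 and 718. The higher genes with the largest changes from *mut-16* at 20°C, among those with at least 10 RPM and no overlap between the groups, were E02H4.7 (chromosome X, 14256273 to 14257424), *phat-8* (F15A4.6; chromosome II, 12471805 to 12473090) and C06E7.2 (chromosome IV, 5839478 to 5844002). E02H4.7 was at 22.4 ± 0.784 RPM (SD, n = 3) in *mut-16* at 25°C and at 4.76 ± 1.07, 6.09 ± 0.187 and 4.78 ± 1.64 RPM in *mut-16* at 20°C, wild-type at 25°C and wild-type at 20°C. The log2 fold changes of E02H4.7, *phat-8* and C06E7.2 between the temperatures in *mut-16* were 1.91 (standard error 0.34, adjusted p = 7.43e-07), 1.76 (standard error 0.32, adjusted p = 9.74e-07) and 1.74 (standard error 0.30, adjusted p = 3.43e-07), by edgeR, and 1.93, 1.76 and 1.75 with the replicate block (adjusted p of at most 2.33e-06). By the same rule, the lower genes with the largest changes were F31C3.8, an rRNA gene (chromosome I, 15069280 to 15071033), H02I12.7 (chromosome IV, 11401092 to 11401475) and B0035.10 (chromosome IV, 11326588 to 11326998), with log2 fold changes of -2.17 (standard error 0.66, adjusted p = 0.00219), -2.04 (standard error 0.60, adjusted p = 0.00152) and -1.87 (standard error 0.57, adjusted p = 0.00216) from edgeR, and -2.20, -2.01 and -1.89 with the replicate block (adjusted p of at most 1.32e-04). Left-out replicates brought the adjusted p of these lower genes against wild-type at 25°C up to 0.149, 0.0650 and 0.0727, above the threshold. Reads on rRNA genes took 1.04 ± 0.355% (SD, n = 3) of the counts in wild-type and 1.02 ± 0.0720% in *mut-16* at 20°C. At 25°C they took 0.687 ± 0.138% in wild-type and 0.436 ± 0.189% in *mut-16*. The means of H02I12.7 and B0035.10 fell across the groups in that order. The decreases of these lower genes were therefore not separated from a smaller rRNA share of the libraries.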

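The muscle family held 38 tested genes and the neuron family 62, both fixed by name in place of the published lists. Between *mut-16* at 25°C and at 20°C, the median log2 fold change was 0.39 for muscle genes (33 of 38 higher, 22 past the threshold, adjusted p = 0.0151) and 1.07 for neuron genes (59 of 62 higher, 52 past the threshold, adjusted p = 3.93e-09), each p from limma's camera test with Benjamini-Hochberg adjustment over the families. These medians were 0.25 and 0.93 above that of all genes. Under the replicate block, they were 0.39 (adjusted p = 0.00464) and 1.08 (adjusted p = 3.70e-09) by camera. Total counts as the scaling moved them most, to 0.71 and 1.39. Between *mut-16* and wild-type at 25°C, the median was 0.63 for muscle genes (36 of 38 higher, adjusted p = 5.31e-04) and 1.23 for neuron genes (59 of 62 higher, adjusted p = 1.48e-07) by camera, 0.47 and 1.07 above all genes. Among single markers, *rab-3* (C18A3.6; chromosome II, 5721767 to 5727853) was at 3.84 ± 0.536, 3.62 ± 0.463, 3.90 ± 0.366 and 8.97 ± 0.477 RPM (SD, n = 3) in wild-type at 20°C, wild-type at 25°C, *mut-16* at 20°C and *mut-16* at 25°C. In the same order, *myo-3* (K12F2.1; chromosome V, 12226817 to 12234343) was at 39.4 ± 7.26, 59.9 ± 8.15, 58.6 ± 13.8 and 125 ± 30.9 RPM, and *faah-1* (B0218.1; chromosome IV, 8159387 to 8162010) at 19.9 ± 2.44, 15.9 ± 1.81, 22.9 ± 2.70 and 51.9 ± 2.82 RPM. Between the temperatures in *mut-16*, the log2 fold changes of *rab-3*, *myo-3* and *faah-1* were 0.89 (standard error 0.20, adjusted p = 3.57e-05), 0.78 (standard error 0.27, adjusted p = 0.00668) and 0.87 (standard error 0.17, adjusted p = 4.78e-06), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.89, 0.77 and 0.87 with the replicate block (adjusted p of at most 8.84e-05). The log2 difference between the heat responses of the genotypes was 0.99 (standard error 0.26, adjusted p = 0.00237) for *rab-3*, 1.20 (standard error 0.24, adjusted p = 9.19e-05) for *faah-1* and 0.19 (standard error 0.32, adjusted p = 0.656) for *myo-3* by edgeR, and that of *myo-3* did not pass the threshold.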

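The difference between the heat responses of the genotypes was tested as an interaction. For the 66 spermatogenesis genes, the response in *mut-16* minus that in wild-type had a median log2 value of -2.38, 49 of 66 genes had a smaller response in *mut-16* past the threshold, and 4 of 66 had a larger one at any p (adjusted p = 3.42e-30 for the family from camera with Benjamini-Hochberg adjustment). Relative to the median of all genes, the value was -2.27, and with the replicate block the family's median was -2.40 (adjusted p = 5.82e-31, camera). Among members with at least 10 counts in every library, the median was -0.48. Against wild-type at the same temperature, the family's median in *mut-16* was 5.18 at 20°C (64 of 66 higher, adjusted p = 1.11e-80) and 2.41 at 25°C (61 of 66 higher, adjusted p = 3.21e-25), by the same test.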

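Summed over the 76 spermatogenesis genes in the files, transcript levels were 725 ± 73.4 RPM (SD, n = 3) in *mut-16* at 20°C and 958 ± 30.9 RPM at 25°C, with every library at 25°C above every library at 20°C (exact two-sided permutation test, p = 0.1, the smallest possible with 3 libraries against 3). The log2 ratio of the means was 0.40. It was 0.092 with TMM effective library sizes as the denominator and 0.88 with the reads mapping to the genome.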

In fact, there is significant increased expression of spermatogenesis-enriched genes in *mut-16* mutants cultured at 25°C, compared to *mut-16* mutants cultured at 20°C (Figure 4C). Interestingly, our analysis revealed that 22G-RNAs mapping to spermatogenesis-enriched genes are depleted in *mut-16* mutants, correlating with increased expression of the genes, but 22G-RNAs are not significantly changed in wild-type (N2) animals cultured at 25°C, compared to wild-type (N2) animals cultured at 20°C (Figure 4D). This suggests that the expression of spermatogenesis-enriched genes is susceptible to changes in small RNAs and heat stress in an independent manner.

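Small RNAs counted on the spermatogenesis genes summed to 414 ± 3.22 RPM (SD, n = 3) in wild-type at 20°C, 586 ± 47.0 RPM in wild-type at 25°C, 515 ± 25.6 RPM in *mut-16* at 20°C and 486 ± 21.3 RPM in *mut-16* at 25°C. In wild-type, the log2 ratio between 25°C and 20°C was 0.50, with no overlap between the groups (exact two-sided permutation test, p = 0.1, the lowest 6 libraries can give). Between *mut-16* and wild-type, the log2 ratio was 0.31 at 20°C and -0.27 at 25°C, again without overlap (p = 0.1 for each, same exact test). Without the 10 genes with the most reads, these ratios were 1.61 and 1.02, so the direction at 25°C depended on those genes. The 10 genes with the most counts of a whole library took 21.0% in *mut-16* and 6.90% in wild-type at 25°C. Their larger share lowers the RPM of other genes in *mut-16*, so the ratio of -0.27 was not separated from it. In *mut-16*, the sums at the temperatures overlapped (log2 ratio -0.082, exact permutation p = 0.3). Per gene, the median log2 fold change of the 65 spermatogenesis genes tested was 2.49 between *mut-16* and wild-type at 20°C (52 of 65 higher, adjusted p = 4.88e-04) and 1.18 between 25°C and 20°C in wild-type (58 of 65 higher, adjusted p = 9.16e-04), from camera with Benjamini-Hochberg adjustment over 15 families. Among members with at least 10 counts in every library, the median at 20°C between the genotypes was -0.14, the opposite direction. From the 22G-RNAs at these genes (Fig. 4D), the paper proposes that their expression responds to small RNAs and to heat stress independently.

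**Figure D1:**
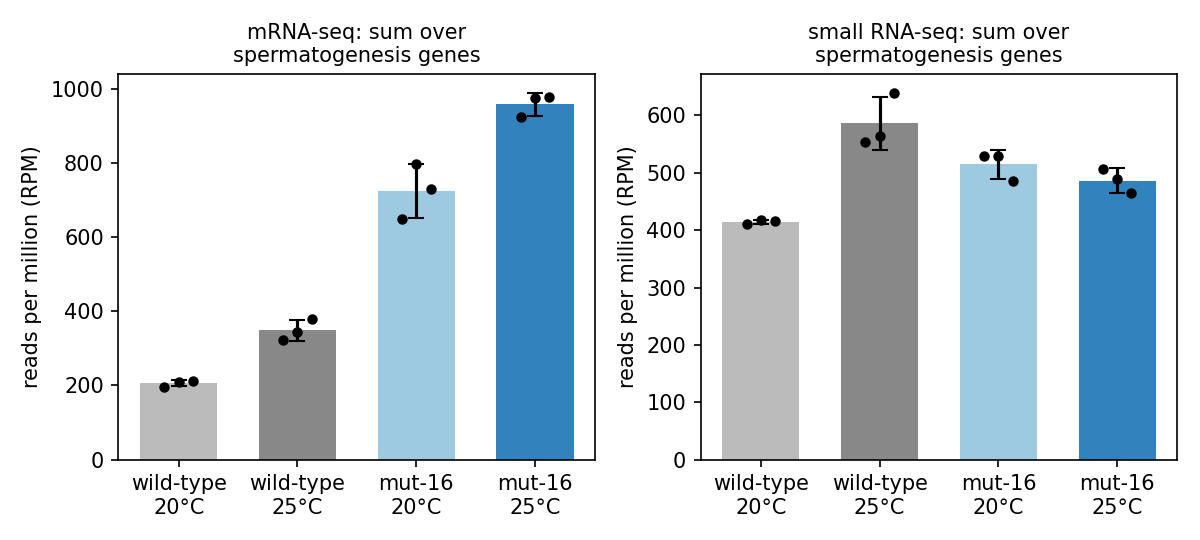
Levels in RPM, summed over the spermatogenesis genes, in mRNA-seq (left) and small RNA-seq (right) for wild-type and *mut-16* at 20°C and 25°C. Bars are means, error bars are SDs and points are the 3 libraries of each group. The mRNA-seq sums run from 197 RPM, a wild-type library at 20°C, to 977 RPM, a *mut-16* library at 25°C.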

**Figure 4.**
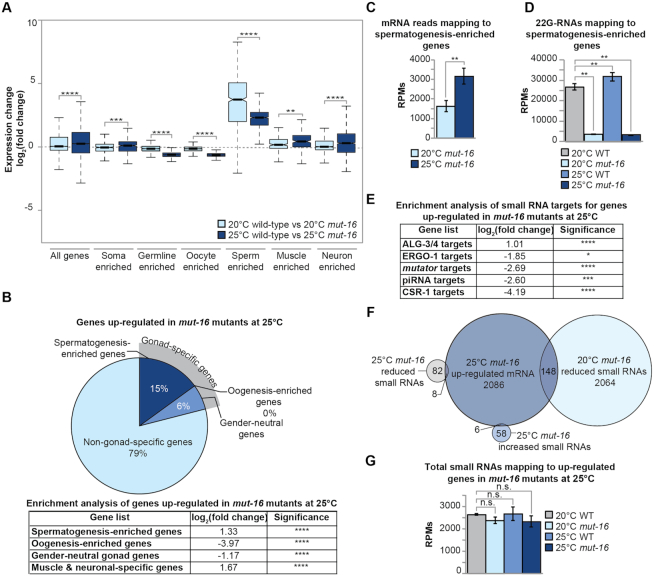
Expression changes for protein-coding genes in heat-stressed *mut-16* mutants. (**A**) Comparison of expression changes in wild-type animals cultured at 20°C compared to *mut-16* mutants cultured at 20°C (light blue) and wild-type animals cultured at 25°C compared to *mut-16* mutants cultured at 25°C (dark blue) for published enriched gene sets. Notches indicate the 95% confidence interval of the median; black line indicates median. Significance between the log_2_(fold change) at 20°C compared to the log_2_(fold change) at 25°C is indicated. (**B**) Percentages of gonad-specific and non-gonad-specific genes represented in the genes up-regulated exclusively in *mut-16* mutants at 25°C, compared to wild-type animals at 20°C and 25°C and *mut-16* mutants at 20°C. Enrichment analysis for spermatogenesis, oogenesis, gender-neutral genes, and muscle-specific and neuronal-specific genes amongst the genes up-regulated during heat stress in *mut-16* mutants is in the table below. (**C**) mRNA transcripts mapping to spermatogenesis-enriched genes are counted, in reads per million (RPMs), for *mut-16* mutants cultured at 20°C and 25°C. Error bars indicate standard deviation. (**D**) 22G-RNAs mapping to spermatogenesis-enriched genes are counted, in reads per million (RPMs), for wild-type and *mut-16* mutants cultured at 20°C and 25°C. Error bars indicate standard deviation. (**E**) Enrichment analysis for small RNA pathway target genes represented in the genes up-regulated exclusively in *mut-16* mutants at 25°C. (**F**) Venn diagram of genes up-regulated exclusively in *mut-16* mutants at 25°C at the mRNA level (dark blue), genes with increased levels of total small RNAs exclusively in *mut-16* mutants at 25°C (medium blue), genes with decreased levels of small RNAs in *mut-16* mutants at 20°C (light blue), and genes with decreased levels of small RNAs exclusively in *mut-16* mutants at 25°C (grey). (**G**) Total small RNAs mapping to the genes up-regulated exclusively in *mut-16* mutants at 25°C are counted, in reads per million (RPMs), for wild-type and *mut-16* mutants cultured at 20°C and 25°C. Error bars indicate standard deviation. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, ** indicates a *P*-value ≤ 0.01, *** indicates a *P*-value ≤ 0.001, **** indicates a *P*-value ≤ 0.0001.

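Among the genes higher exclusively in *mut-16* at 25°C, neuron genes were more frequent than expected (20 of 62 against 6.98, odds ratio 3.79, adjusted p = 4.13e-05), by Fisher's exact test with Benjamini-Hochberg adjustment. Muscle genes did not pass the threshold (8 of 38 against 4.28, odds ratio 2.11, adjusted p = 0.0975 from the same test). Spermatogenesis genes were not more frequent than expected (3 of 66 against 7.43, adjusted p = 0.143, Fisher's exact test). Across 5 alternatives for the list, it held 17 to 24 neuron genes and 4 to 15 muscle genes, and muscle genes passed the threshold when the list was made with the replicate block (adjusted p = 0.0174), with DESeq2 (adjusted p = 0.0294), with total counts as the scaling (adjusted p = 0.00357) or from the interaction (adjusted p = 0.00590), by Fisher's exact test. On the list made with the replicate block, 17 neuron genes (adjusted p = 0.00145) and 10 muscle genes were found, by the same test. The published soma, muscle and neuron lists were not used here.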

We next focused on the genes that are significantly up-regulated exclusively in *mut-16* mutants at elevated temperature, which were enriched for non-gonad-specific genes (79%) such as muscle-specific and neuronal-specific genes (enrichment analysis log_2_(fold change) = 1.67) (Figure 4A and B). Because MUT-16 is critical for the biogenesis of WAGO-class 22G-siRNA pathway, we sought to determine if any of the up-regulated genes are direct targets of a known small RNA pathway. Interestingly, the majority of the genes significantly up-regulated exclusively in the heat-induced sterile generation of *mut-16* mutants are not known targets of any small RNA pathway (94%). However, there was enrichment for targets of the ALG-3/4 pathway amongst the up-regulated genes (log_2_(fold change) = 1.01), whereas there was significant under-representation of ERGO-1 targets (log_2_(fold change) = −1.85), *mutator* targets (log_2_(fold change) = −2.69), piRNA targets (log_2_(fold change) = −2.60), and CSR-1 targets (log_2_(fold change) = −4.19) (Figure 4E).

To determine whether the genes up-regulated in *mut-16* mutants experiencing heat stress could be explained by changes in small RNA populations, we compared the small RNA libraries generated from synchronized adult wild-type and *mut-16* mutants cultured at 20°C and 25°C for a single generation (Supplementary Table S1). After bioinformatic analysis, we found that 140 genes were differentially targeted by small RNAs exclusively in the *mut-16* mutants cultured at 25°C. This list excluded genes that were differentially targeted due to heat stress or to the *mut-16* mutation alone. 

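With the definition used for mRNA-seq, the small RNA counts of 305 genes changed exclusively in *mut-16* at 25°C (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 260 are protein-coding genes and 20 are pseudogenes. A list made from the interaction between genotype and temperature, the alternative that moved it most, held 355 genes with more and 1001 with fewer small RNAs in *mut-16* at 25°C.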

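Small RNAs were lower for 164 and higher for 141 of these genes, and without single replicates the counts ran from 107 to 160 and from 102 to 217. The largest decreases from *mut-16* at 20°C, among genes with at least 10 RPM and no overlap between the groups, were at F01G10.4 (chromosome IV, 10231263 to 10232556), C24H12.6 (chromosome II, 417349 to 418882) and *col-86* (Y81G3A.5; chromosome II, 13096009 to 13098275). C24H12.6 was at 2.55 ± 0.604 RPM (SD, n = 3) in *mut-16* at 25°C and at 27.7 ± 15.1, 27.6 ± 3.77 and 20.7 ± 1.23 RPM in *mut-16* at 20°C, wild-type at 25°C and wild-type at 20°C. The log2 fold changes of F01G10.4, C24H12.6 and *col-86* between the temperatures in *mut-16* were -3.60 (standard error 0.81, adjusted p = 2.07e-04), -3.37 (standard error 0.66, adjusted p = 1.75e-05) and -3.37 (standard error 0.81, adjusted p = 5.09e-04), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest increases were at Y51H4A.21, which is not in the annotation used here, B0344.4, a non-coding RNA gene (chromosome X, 1589666 to 1589742), and F33G12.1, also not in the annotation, with log2 fold changes of 3.13 (standard error 1.03, adjusted p = 0.0140), 3.11 (standard error 0.82, adjusted p = 0.00152) and 3.10 (standard error 0.74, adjusted p = 4.61e-04) by edgeR. The adjusted p of Y51H4A.21 reached 0.0558 with a replicate left out, and its level in *mut-16* at 25°C, 199 ± 172 RPM (SD, n = 3), had an SD close to the mean.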

Of the 140 genes differentially targeted by small RNAs, 82 genes had significant reduction of small RNAs in *mut-16* mutants grown at 25°C compared to *mut-16* mutants grown at 20°C and wild-type animals (20°C and 25°C) and 58 genes had a significant increase of small RNAs mapping to the gene in *mut-16* mutants grown at 25°C compared to *mut-16* mutants grown at 20°C and wild-type animals (20°C and 25°C). 

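Of the genes higher exclusively in *mut-16* at 25°C in mRNA-seq, 1106 were among the 12421 genes tested in both assays. 19 of them had small RNAs changed exclusively in *mut-16* at 25°C, against 19.1 expected by the sizes of the lists (odds ratio 0.992, two-sided Fisher's exact test, p = 1). These were 9 genes with more small RNAs (8.90 expected) and 10 with fewer (10.2 expected). For lists made with the block, 15 genes were shared, 5 of them with more small RNAs (7.98 expected, Fisher's exact p = 0.351). With both lists made from the interaction, 45 genes had more small RNAs (21.5 expected, Fisher's exact p = 2.19e-06) and 35 had fewer (59.1 expected, Fisher's exact p = 4.52e-04).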

Of the 2,086 genes significantly up-regulated exclusively in *mut-16* mutants cultured at elevated temperature, only 14 overlapped with small RNA targets with significant differential expression exclusively in the *mut-16* mutants cultured at 25°C (Figure 4F). A portion of the genes significantly up-regulated at the transcript level in *mut-16* mutants cultured at 25°C (148 of the 2086 genes) corresponded to genes with reduced small RNA reads in *mut-16* mutants at permissive temperature (20°C) (Figure 4F). 

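Of the 1106 genes higher exclusively in *mut-16* at 25°C that were tested in both assays, 736 (66.5%) had fewer small RNAs in *mut-16* than in wild-type at 20°C, against 470.4 expected (odds ratio 2.96, Fisher's exact test, p = 1.10e-63). 106 had more small RNAs, against 436 expected (odds ratio 0.144, Fisher's exact p = 1.50e-119). With a minimum absolute log2 fold change of 1 in both assays, 319 of 521 had fewer, with 190.2 expected, and with the replicate block 744 of 1139, with 479.8 expected.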

Overall, there was not a significant change in total small RNA levels mapping to the up-regulated genes in heat-stressed *mut-16* mutants (Figure 4G). This data indicates that the change in transcript level of these genes is not directly regulated by changes in small RNAs at elevated temperatures, but some genes that lose small RNAs at permissive temperature (20°C) in RNAi pathway mutants have increased expression once the animals experience heat stress. Therefore, our analysis indicates that, in *mut-16* mutants, heat stress triggers an increase in the expression of soma-specific genes in a small RNA-independent manner.

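Small RNAs summed over the genes higher exclusively in *mut-16* at 25°C were at 20965 ± 78.4 RPM (SD, n = 3) in wild-type at 20°C, 22977 ± 371 RPM in wild-type at 25°C, 3473 ± 301 RPM in *mut-16* at 20°C and 3084 ± 117 RPM in *mut-16* at 25°C. In *mut-16*, the log2 ratio between 25°C and 20°C was -0.17, and between *mut-16* and wild-type it was -2.59 at 20°C and -2.90 at 25°C, with no overlap between the groups in any of these comparisons (exact two-sided permutation test, p = 0.1 for each, the smallest possible). With the reads mapping to the genome as the denominator, the ratio between the temperatures in *mut-16* was -0.42. The 10 genes with the most counts of all took 21.0 ± 1.45% (SD, n = 3) of a library in *mut-16* at 25°C and 10.3 ± 1.11% at 20°C. Their larger share lowers the RPM of other genes, so the ratio of -0.17 was not separated from it. Between *mut-16* at 25°C and at 20°C, 955 of the 1106 genes (86.3%) had no change in small RNAs at an adjusted p under 0.05, 68 had more and 83 had fewer (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the small overlap of the lists and the total small RNA levels at these genes, the paper concludes that the change in their transcripts at elevated temperature is not directly regulated by changes in small RNAs, while some genes that lose small RNAs at 20°C rise once the animals experience heat stress.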

### Oogenesis and germline genes are down-regulated in heat-stressed *mut-16* mutants

When we examined the genes that are significantly down-regulated in *mut-16* mutants cultured at 25°C compared to *mut-16* mutants cultured at 20°C, we found primarily germline-enriched genes (Figure 4A and Supplementary Figure S3A). 

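Between *mut-16* at 25°C and at 20°C, the 32 oocyte genes had a median log2 fold change of -0.71 (32 of 32 lower past the threshold, adjusted p = 5.77e-15) and the 35 germline and meiosis genes one of -0.52 (31 of 35 lower past the threshold, adjusted p = 1.96e-08), each p from camera with Benjamini-Hochberg adjustment. Relative to the median of all genes, these were -0.85 and -0.66. With the replicate block, the medians were -0.71 (adjusted p = 3.39e-15) and -0.52 (adjusted p = 1.48e-08) by camera. With total counts as the scaling, they were -0.39 and -0.21. Vitellogenin transcripts, which would be lower in younger animals, had a median of -0.74 over 6 genes in the same comparison. Of these, 5 were lower past the threshold (adjusted p of the family = 0.0225, camera). A difference in stage was therefore not separated from heat.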

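The list of genes lower exclusively in *mut-16* at 25°C held 23 of the 32 oocyte genes, with 5.27 expected (odds ratio 13.1, adjusted p = 5.38e-11), and 20 of the 35 germline and meiosis genes, with 5.77 expected (odds ratio 6.81, adjusted p = 1.74e-07), by Fisher's exact test with Benjamini-Hochberg adjustment. With the replicate block, the list held 24 oocyte genes (adjusted p = 6.62e-12) and 20 germline and meiosis genes (adjusted p = 2.61e-07) by the same test. With total counts as the scaling, it held 20 oocyte and 12 germline and meiosis genes, and with a minimum absolute log2 fold change of 1 it held 0 of either.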

Specifically, down-regulated genes in the heat stressed *mut-16* mutants were enriched for oogenesis-enriched genes and gender-neutral gonad-specific genes (log_2_(fold change) = 1.90 and log_2_(fold change) = 1.60, respectively) (Supplementary Figure S3A). Furthermore, enrichment analyses revealed that these down-regulated genes are significantly enriched for CSR-1 targets (log_2_(fold change) = 2.13) and mildly enriched for ALG-3/4 targets (log_2_(fold change) = 0.65) in wild-type animals (Supplementary Figure S3B). This data indicates that the heat-induced sterility of *mut-16* mutants is associated with reduced expression of oogenic and gender-neutral gonad-specific genes on the transcript level and that this repression may be due to mis-regulation of CSR-1-associated small RNAs that typically protect the transcriptional status of these genes’ expression or a more general loss of germ cell identity.

### Increased transposon activity is not the underlying cause of sterility in heat-stressed *mut-16* mutants

One proposed cause of sterility in heat-stressed RNAi-defective mutants is increased transposition of transposable elements (TEs) that would result in accumulation of DNA damage and increased expression of TEs. We assessed differential expression of annotated transposable elements (TEs), tandem repeats, and inverted repeats in the heat-induced sterile generation of *mut-16* mutants. We found the expression of TE mRNAs are not significantly changed in *mut-16* mutants cultured at 25°C, compared to *mut-16* mutants cultured at 20°C (Figure 5A and B). In addition, we observed only a modest increase in the expression of tandem repeats mRNAs, inverted repeats mRNAs, and general RepeatMasker annotated transcripts, which include simple repeats and low complexity regions, in *mut-16* mutants cultured at 25°C, compared to *mut-16* mutants cultured at 20°C (Figure 5B). Furthermore, small RNAs mapping to TEs, tandem repeats, and general RepeatMasker annotated regions were depleted in *mut-16* mutants cultured at 20°C, but were not further depleted in *mut-16* mutants upon heat stress (Figure 5C). Our results are consistent with a recent study that looked at the expression of TE mRNAs in heat-stressed *prg-1(n4357)* and *mut-16(pk710)* mutants (80). These observations support the conclusion that accumulation of DNA damage due to an increase in TE transposition is not the underlying cause of sterility in heat-stressed RNAi-defective animals.

**Figure 5.**
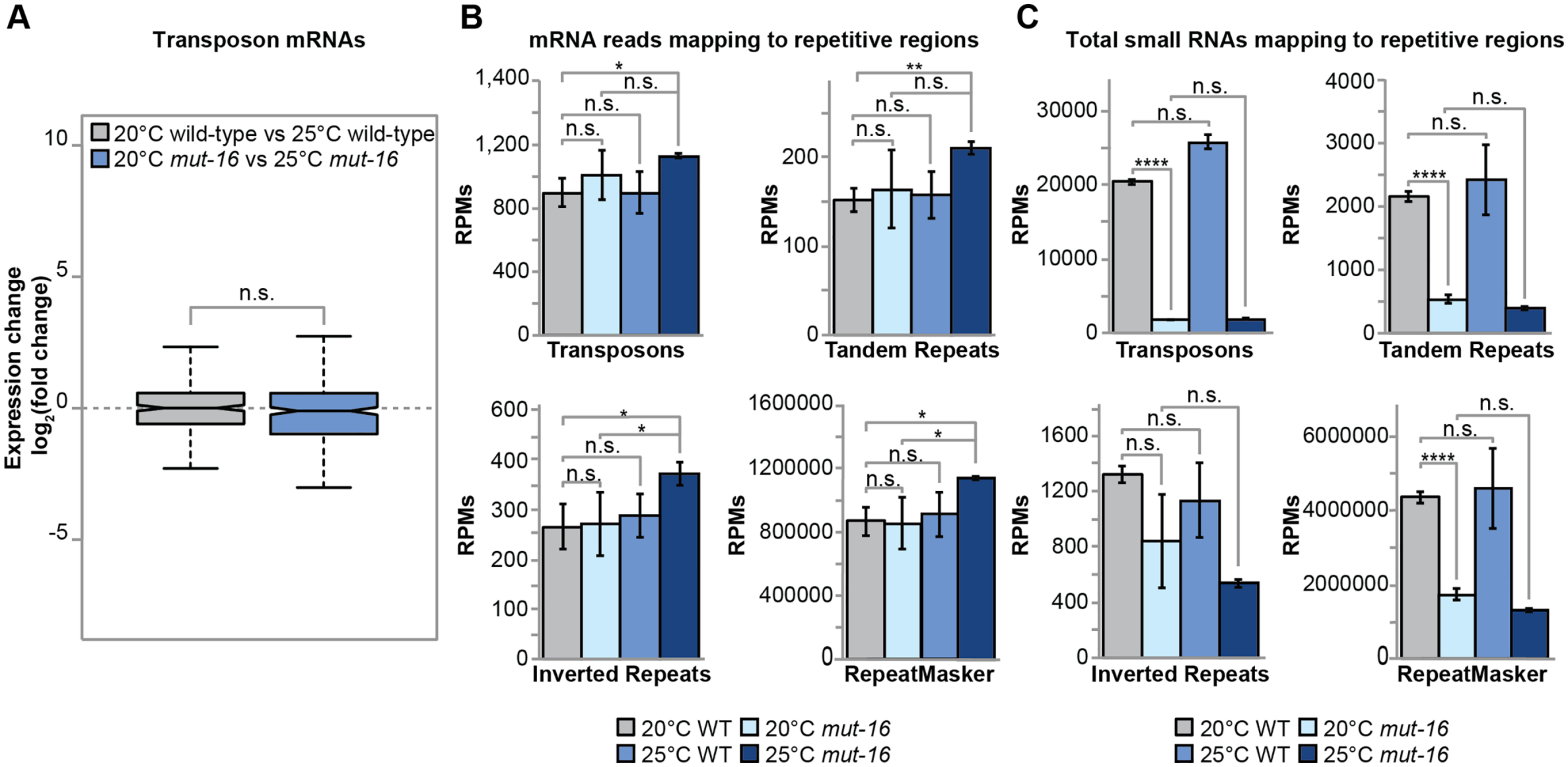
Repetitive element mRNA expression is only modestly affected by heat-stress in *mut-16* mutants. (**A**) Comparison of transposon mRNAs expression changes in wild-type animals cultured at 20°C compared to 25°C (gray) and *mut-16* mutants cultured at 20°C compared to 25°C (blue). Notches indicate the 95% confidence interval of the median; black line indicates median. (**B**) Shown are reads per million (RPMs) from mRNA-seq libraries mapping to annotated transposons, tandem repeats, inverted repeats, and the RepeatMasker of WS258 for wild-type and *mut-16* mutants cultured at 20°C and 25°C. Error bars indicate standard deviation. (**C**) Shown are reads per million (RPMs) from small RNA libraries mapping to annotated transposons, tandem repeats, inverted repeats, and the RepeatMasker of WS258 for wild-type and *mut-16* mutants cultured at 20°C and 25°C. Error bars indicate standard deviation. n.s. denotes not significant and indicates a *P*-value > 0.05, * indicates a *P*-value ≤ 0.05, ** indicates a *P*-value ≤ 0.01, **** indicates a *P*-value ≤ 0.0001.

### Up-regulation of somatic genes is a common feature of heat-stressed small RNA pathway mutants

We next sought to address whether the changes in expression observed in heat-stressed *mut-16* mutants are a common feature of small RNA pathway mutants raised at elevated temperature. We utilized previously published mRNA-seq libraries from adult wild-type and *hrde-1(tm1200)* mutant strains cultured at 15°C for three generations and 23°C for six additional generations (42). We bioinformatically compared the lists of genes significantly down-regulated and up-regulated in both the *mut-16* mutant and *hrde-1* mutant libraries after culturing at elevated temperatures (a single generation at 25°C for *mut-16* and six generations at 23°C for *hrde-1*). We identified 8 genes significantly down-regulated and 88 genes significantly up-regulated during heat stress in both *mut-16* and *hrde-1* mutants. Interestingly, we found that the genes significantly up-regulated in the sterile generation of both *mut-16* and *hrde-1* mutants were predominantly somatic genes (88%) and that these genes were enriched for muscle-specific and neuron-specific genes (log_2_(fold change) = 1.68) (Figure 6A). Surprisingly, the genes significantly up-regulated in the sterile generation of both *mut-16* and *hrde-1* mutants were not enriched for known RNAi pathway targets (Figure 6B). We performed enrichment analysis using reference gene lists (TF targets, Tissue, and Other) from WormExp (61) (log_10_Q ≥ 2 and FDR < 0.05) and found the list of genes up-regulated in the heat-induced sterile generations of both *hrde-1* and *mut-16* mutants was enriched for genes encoding putative ubiquitin ligase components (Figure 6C and Supplementary Figure S4). Furthermore, these genes were enriched for F-box factors or proteins predicted to contain an F-box domain (87% of the up-regulated genes). F-box factors provide the specificity of the Skip-Cullin-F-box (SCF) E3 ubiquitin ligase complex for target proteins to be ubiquitinated and subsequently degraded by the proteasome. In addition, the genes up-regulated in RNAi pathway mutants during heat stress were enriched for somatically-expressed targets of evolutionarily conserved Helix-Loop-Helix (HLH) transcription factors, despite no observed change in the expression levels of most HLH transcription factors (Figure 6C and Supplementary Figure S4). These data indicate that heat stress triggers increased expression of somatic genes and F-box factor components of the SCF E3 ubiquitin ligase complex in RNAi defective mutants.

**Figure 6.**
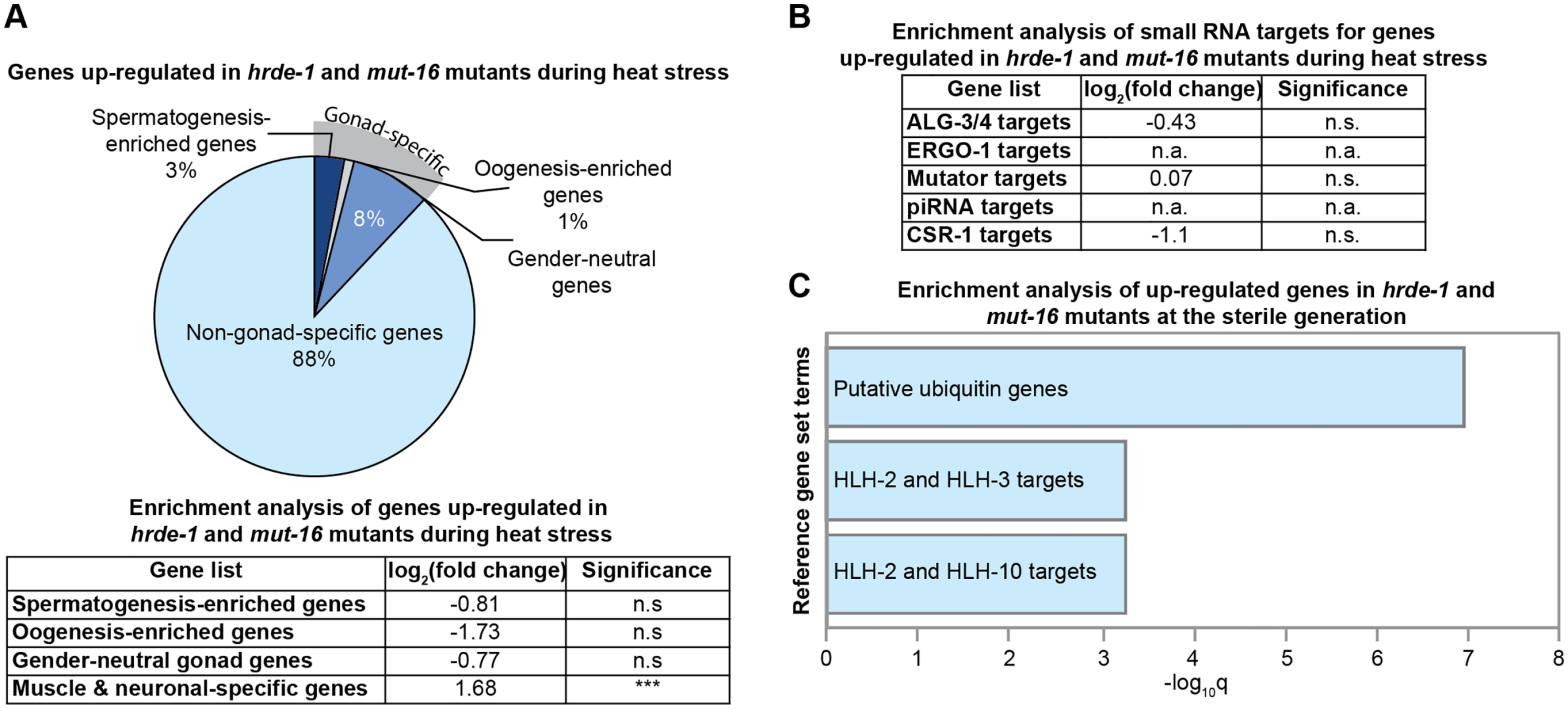
Somatic genes are aberrantly expressed in heat-stressed *mut-16* and *hrde-1* mutants. (**A**) Percentages of gonad-specific and soma-specific genes represented in the genes specifically up-regulated in *mut-16* and *hrde-1* mutants at 25°C. Enrichment analysis for spermatogenesis, oogenesis, gender-neutral genes, and muscle-specific and neuronal-specific genes among the genes up-regulated in both *mut-16* and *hrde-1* mutants at elevated temperature is shown in the table below. n.s. denotes not significant and indicates a *P*-value > 0.05 and *** indicates a *P*-value ≤ 0.001. (**B**) Enrichment analysis for small RNA pathway target genes represented in the genes up-regulated in both *mut-16* and *hrde-1* mutants at elevated temperature. n.a. denotes ‘not applicable’ when zero genes were represented. n.s. denotes not significant and indicates a *P*-value > 0.05. (**C**) Gene enrichment analysis was performed using WormExp (log_10_Q ≥ 2 and FDR < 0.05) for genes up-regulated in *mut-16* and *hrde-1* mutants at 25°C. See Supplementary Figure S4 for complete list of enriched gene sets.

### Heat-stressed *mut-16* mutants mis-express somatic transcripts in germ cells

Previously, it was shown that inappropriate expression of somatic genes occurs in the germline as a result of P granule disruption, or loss of translational regulators or chromatin-modifying enzymes (1–4,11). Because the observed increase in expression of soma-specific genes in the heat-stressed *mut-16* and *hrde-1* mutants could be occurring in either somatic tissues or germline tissues, we sought to determine whether we could observe an increase in soma-specific gene expression in isolated germline tissue. To this end, we used RNA from isolated gonad tissue from synchronized adult wild-type and *mut-16* mutants cultured at 20°C and 25°C for a single generation, to perform qRT-PCR for muscle (*rab-3* and *myo-3*) and neuronal (*faah-1*) markers that were significantly up-regulated in the mRNA libraries from heat stressed *mut-16* mutants. We used *pgl-1* as a control for the specificity of our gonad-extracted RNA. It should be noted, that despite the disruption of P granule integrity in *mut-16* mutants grown at 25°C (Figure 2), we did not observe a change in *pgl-1* expression, or the expression of other core P granule components, in our mRNA-seq libraries for wild-type and *mut-16* mutants grown at 20°C and 25°C (Supplementary Figure S5A and B). 

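*pgl-1* (ZK381.4; chromosome IV, 6974441 to 6977318) was at 516 ± 23.9 RPM (SD, n = 3) in wild-type at 20°C, 628 ± 7.75 RPM in wild-type at 25°C, 496 ± 25.6 RPM in *mut-16* at 20°C and 422 ± 16.9 RPM in *mut-16* at 25°C. Its log2 fold change was 0.27 (standard error 0.092, adjusted p = 0.0154) between the temperatures in wild-type, -0.55 (standard error 0.12, adjusted p = 2.55e-05) between the temperatures in *mut-16* and -0.78 (standard error 0.14, adjusted p = 6.67e-07) between *mut-16* and wild-type at 25°C, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the block, the change between the temperatures in *mut-16* was -0.55 (adjusted p = 5.57e-05). Of the 10 P granule component genes of Supplementary Fig. S5A (*csr-1*, *deps-1*, *glh-1* to *glh-4*, *ife-1* and *pgl-1* to *pgl-3*), 10 were lower in *mut-16* at 25°C than at 20°C and 10 were lower than in wild-type at 25°C past the threshold, with log2 fold changes from -0.94 to -0.45 and from -0.83 to -0.55. The medians were -0.64 (adjusted p = 8.05e-05) and -0.65 (adjusted p = 6.12e-05) by camera with Benjamini-Hochberg adjustment, -0.79 and -0.81 relative to all genes. In the fit with the replicate block, the first was -0.64 (adjusted p = 6.92e-05, camera), and with total counts as the scaling, it was -0.33. In wild-type, 2 of the 10 genes, *glh-1* and *pgl-1*, were higher at 25°C past the threshold, and the family's median was 0.056 (adjusted p = 0.925, camera). Between the genotypes at 20°C, the median was 0.056 (adjusted p = 0.649, camera).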

We found that the muscular and neuronal markers were significantly up-regulated in the isolated germline tissue of heat-stressed *mut-16* mutants (25°C), indicating that germline cells are indeed ectopically expressing somatic transcripts (Figure 7A).

**Figure 7.**
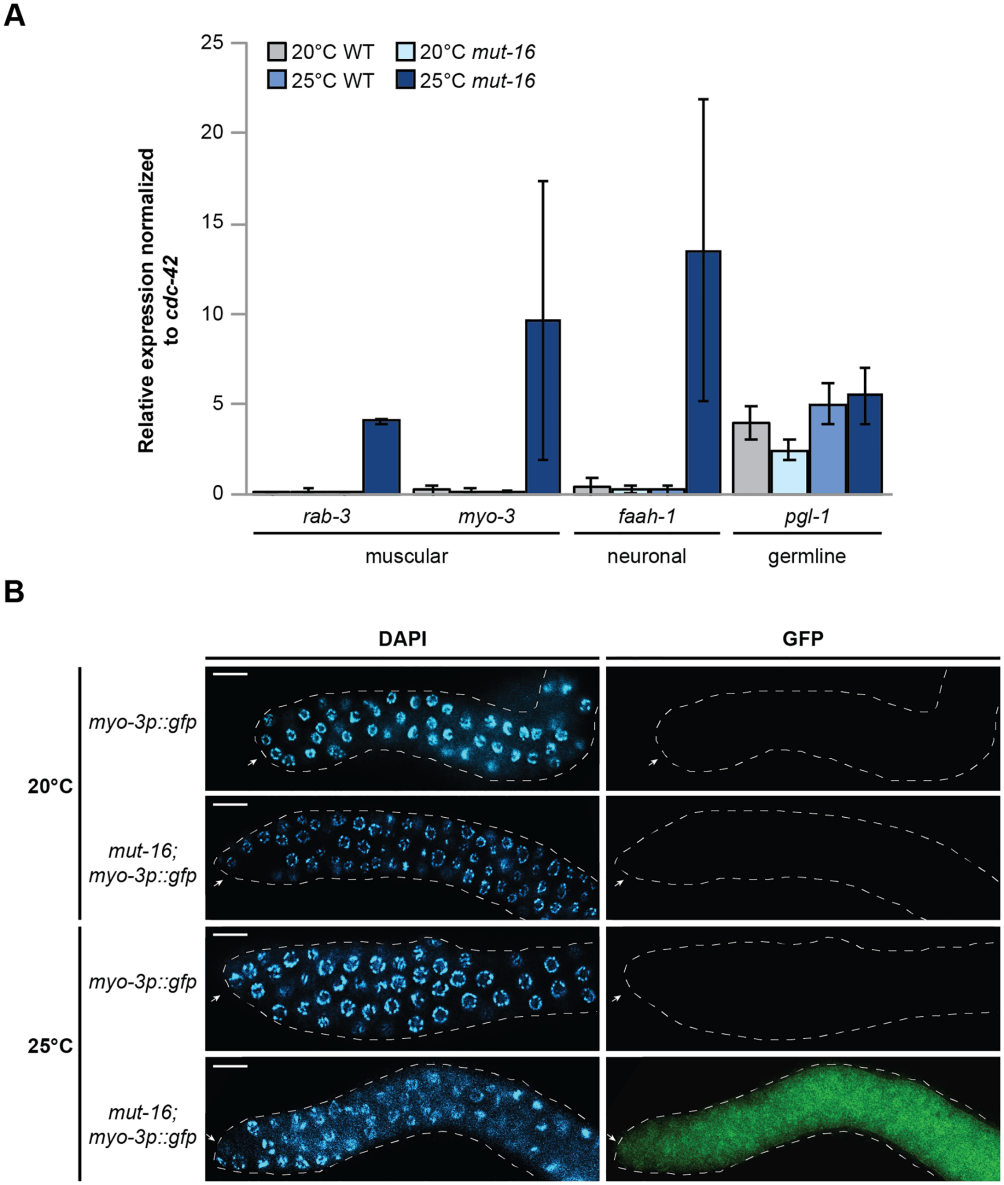
Germ cells aberrantly express somatic cell markers in *mut-16* mutants cultured at 25°C. (**A**) qRT-PCR of genes expressed in muscle and neuronal cells in gonads of wild-type and *mut-16* mutants cultured at 20°C and 25°C. Expression is normalized to *cdc-42*. *pgl-1* is used as a control for sample specificity. Error bars indicated standard deviation. (**B**) Expression of the *myo-3p::GFP* transgene in dissected gonads of wild-type and *mut-16* mutants cultured at 20°C and 25°C. White dashed line outlines gonad and white arrow indicates distal tip of gonad. Scale bars are 10 μm.

As a complementary approach to the qRT-PCR and to further validate the ectopic expression of somatic genes in the germline of heat-stressed *mut-16* mutants, we cultured wild-type and *mut-16* animals carrying a transgene array expressing GFP driven by the promoter of *myo-3* at 20°C and 25°C. *myo-3*, which was up-regulated in our mRNA-seq data as well as in the germline RNA qRT-PCR, is a marker of body wall muscle and is not expressed in the *C. elegans* gonad under normal conditions. As expected, wild-type animals cultured at 20°C and 25°C did not express *myo-3p::GFP* within their gonad (Figure 7B). *myo-3p::GFP* was also not expressed in the gonad of *mut-16* mutants cultured at 20°C; however, *myo-3p::GFP* was strongly expressed in the gonad of *mut-16* mutants cultured at 25°C (Figure 7B). The results of the qRT-PCR and observation of *myo-3* promoter-driven GFP expression in the gonads at 25°C indicates that *mut-16* mutants at elevated temperature are inappropriately expressing soma-specific genes within the gonad tissues. These data suggest that the germ cells of heat-stressed *mut-16* mutants lose the ability to repress somatic transcripts such as *myo-3*.

### Up-regulation of somatic transcripts in the germline of heat-stressed *mut-16* mutants corresponds with global changes in germline chromatin accessibility

RNAi can regulate mRNAs either post-transcriptionally or transcriptionally by directing the establishment of the repressive chromatin mark H3K9me3 at target loci (12,13,16,17,29). Because the majority of genes up-regulated significantly in the heat stressed *mut-16* mutants are not known targets of a RNAi pathway, we sought to determine whether changes in the chromatin structure correlates with increased expression of the somatic genes in the germlines of heat-stressed *mut-16* mutants. To this end, we isolated germline nuclei from synchronized adult wild-type and *mut-16* mutants cultured at 20°C and 25°C for a single generation and generated Assay for Transposase-Accessible Chromatin (ATAC)-seq libraries. Our bioinformatic analysis revealed that there is increased chromatin accessibility globally in the germline nuclei of heat-stressed wild-type animals compared to wild-type cultured at permissive temperatures (Figure 8A and B). The increased global chromatin accessibility is further exacerbated in heat-stressed *mut-16* mutants compared to wild-type animals, grown at 20°C and 25°C, and *mut-16* mutants grown at 20°C (Figure 8A and B). We calculated the Spearman correlation coefficient and performed principle component analysis to assess the similarities of our ATAC-seq libraries, and found that while the samples for wild-type and *mut-16* mutants grown at 20°C are very similar, the samples for *mut-16* mutants grown at 25°C are completely dissimilar from the other samples (Figure 8C and Supplementary Figure S6). These data indicate that heat-stress results in global changes in chromatin accessibility along gene bodies in *C. elegans*, and that *mut-16* mutants are more susceptible to changes in chromatin accessibility upon heat stress.

**Figure 8.**
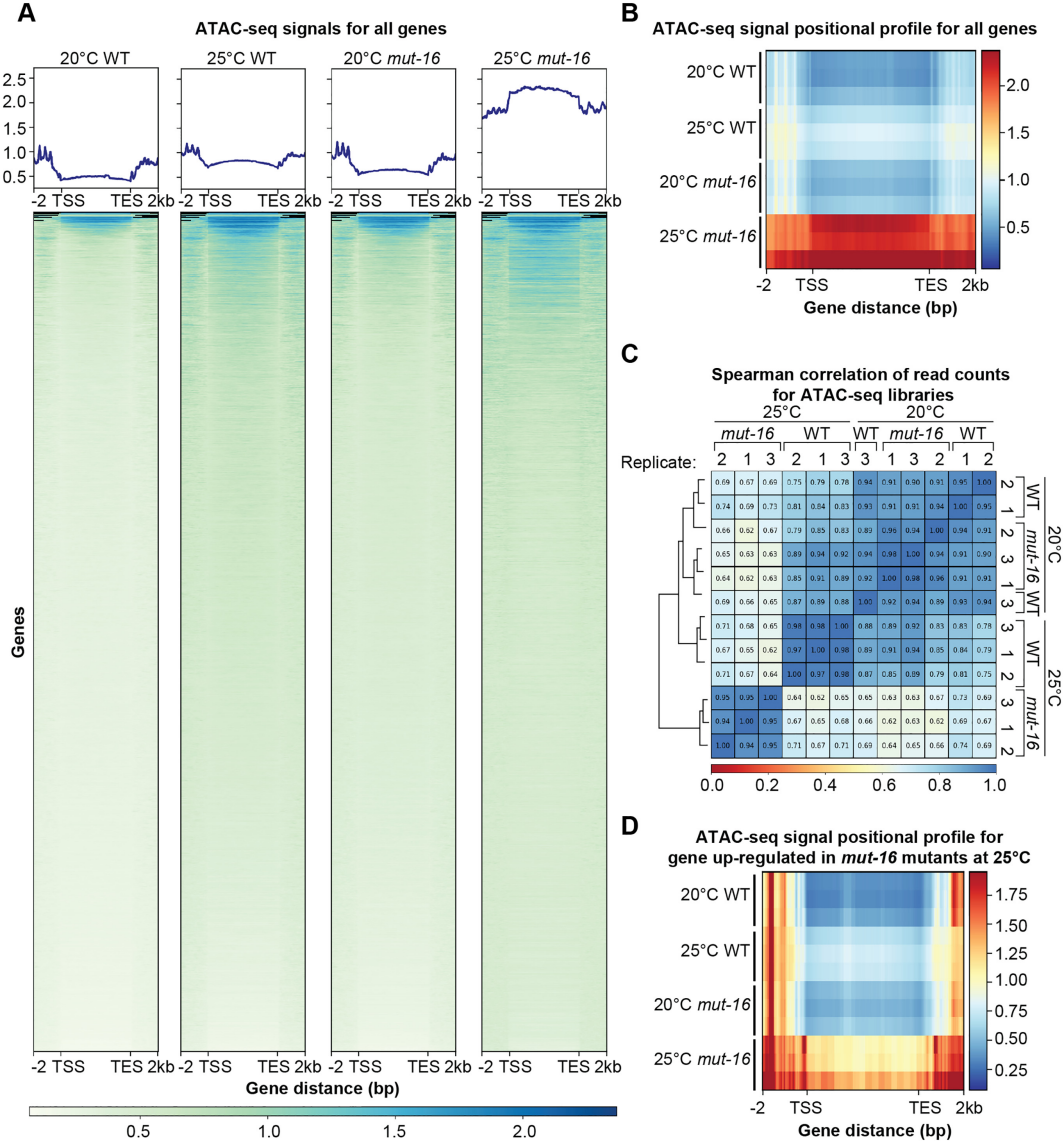
Heat stress in *mut-16* mutants leads to increased chromatin accessibility. (**A**) Normalized plots and heat maps of ATAC-seq signals for each annotated gene in the WS258 genome. Each gene body is scaled to 5 kb and includes 2 kb upstream of the transcription start site (TSS) and 2 kb downstream of the transcription end site (TES). Blue represents high chromatin accessibility and white represents low chromatin accessibility. One representative biological replicate is shown for each genotype and temperature. (**B**) Average positional profile heat map of ATAC-seq signals for each annotated gene in the WS258 genome. Each gene body is scaled to 5 kb and includes 2 kb upstream of the transcription start site (TSS) and 2 kb downstream of the transcription end site (TES). Red represents high chromatin accessibility and dark blue represents low chromatin accessibility. Data for all three biological replicates are shown. (**C**) Heat map of the Spearman correlation coefficient for each ATAC-seq library. Blue is high correlation and red is no correlation. (**D**) Average positional profile heat map of ATAC-seq signals for genes up-regulated exclusively in *mut-16* mutants at 25°C. Each gene body is scaled to 5 kb and includes 2 kb upstream of the transcription start site (TSS) and 2 kb downstream of the transcription end site (TES). Red represents high chromatin accessibility and dark blue represents low chromatin accessibility. Data for all three biological replicates are shown.

Next, we assessed the chromatin accessibility of genes that are up-regulated exclusively upon heat-stress in *mut-16* mutants. We found a mild increase in chromatin accessibility along the bodies of these genes in heat-stressed wild-type animals and a drastic increase in chromatin accessibility along the bodies of these genes in heat-stressed *mut-16* mutants (Figure 8D). Interestingly, we also found that the bodies (transcription start site (TSS) to transcription end site (TES)) of these genes are flanked by regions of accessible chromatin (Figure 8D). Together, these data show that genes up-regulated in heat stressed *mut-16* mutants exhibit increased chromatin accessibility, suggesting the observed changes in expression upon heat stress are due to *mut-16* mutants’ susceptibility to changes in chromatin status.

## DISCUSSION

Maintaining germ cell fate and totipotency is critical to preserving fertility. When genetic or environmental perturbations disrupt the delicate balance of gene expression in germ cells, these cells can be directly converted into other cell types and no longer be viable for fertilization and embryogenesis. In this study, we sought to understand how RNAi pathway mutants promote germ cell immortality. We utilized a mutant in the small RNA amplification machinery, *mut-16*, that, when cultured at elevated temperature from the L1 larval stage, is sterile. Through bioinformatic comparison of mRNA-seq libraries we identified genes whose expression is significantly differentially expressed in *mut-16* mutants cultured during heat stress. We further compared these data to genes that are differentially expressed in the *hrde-1* nuclear RNAi mutant, after it had been cultured for multiple generations at elevated temperature, ultimately reaching sterility. Strikingly, the up-regulated genes in both *mut-16* and *hrde-1* mutants at elevated temperature were predominantly spermatogenesis and soma-specific genes, and through additional experiments we conclude that somatic genes are being mis-expressed in the germ cells. Finally, using ATAC-seq libraries, we revealed that mis-expression of the soma-specific genes in germ cells correlates with increased chromatin accessibility in heat-stressed *mut-16* mutants. These findings reveal that a functioning RNAi pathway is essential in germ cells to prevent inappropriate expression of somatic genes in response to heat stress, and thus maintain cell fate and fertility.

The genes up-regulated in *mut-16* mutants experiencing heat stress are largely not known targets of the ALG-3/4, ERGO-1 or CSR-1 small RNA pathways. We also did not detect any change in small RNA expression targeting the majority of these genes, and very few other genes lose small RNAs in the *mut-16* mutant in a heat-specific manner. It is still plausible that there are more substantial changes in the small RNA pathway than we are detecting by small RNA-seq; rather than complete loss of certain small RNAs, there may be misrouting of small RNAs into incorrect Argonaute proteins differentially associated with gene silencing or anti-silencing pathways as has been observed in the absence of piRNAs or a cellular memory of piRNAs (81,82). We do see down-regulation of CSR-1 target genes in heat stressed *mut-16* mutants; however, we believe this is more likely due to the loss of the cellular identity of the germ cells. Because the up-regulated somatic genes are not known to be targets of any small RNA pathway nor can we detect changes in the small RNAs targeting these genes, we cannot explain their increased expression by changes in small RNAs directly targeting them.

We additionally observed aberrant expression of spermatogenesis genes in wild-type animals experiencing heat stress, *mut-16* mutants at permissive temperature, and even more dramatically in *mut-16* mutants experiencing heat stress. This aberrant expression may be due to a failure in turning off spermatogenesis gene expression at the spermatogenesis-to-oogenesis transition in heat-stressed and *mut-16* mutant animals. Like *mut-16* mutants, mutants in the *rsd-2* gene show increased expression of spermatogenesis genes (40). Additionally, mutants for some chromatin factors display similar transgenerational sterility phenotypes and accumulation of activating chromatin marks across many genes, yet increased expression is limited to the spermatogenesis genes (51,83). These data, along with our ATAC-seq data showing a global increase in chromatin accessibility at elevated temperature, would suggest that the spermatogenesis genes are inherently more susceptible to ectopic expression in an altered chromatin environment, whereas other genes may have additional layers of regulation. Furthermore, our data suggests that increased expression of spermatogenesis genes during oogenesis is unlikely to be the sole cause of heat-induced sterility, because wild-type animals experiencing heat stress and *mut-16* mutants at permissive temperature are fertile, albeit with both strains exhibiting moderately reduced brood sizes. Mating of heat-stressed *mut-16* hermaphrodites with males cultured at permissive temperature rescues fertility in the first generation at elevated temperature, implying that despite the increased expression of spermatogenesis genes the oocytes in *mut-16* can still be fertilized and produce viable offspring. However, after three subsequent generations at elevated temperature, *mut-16* mutant hermaphrodites have morphologically defective germlines and are sterile despite mating with wild-type males. This result reveals that heat-stressed *mut-16* mutants manifest a maternal effect that depends on the grandmaternal and maternal genotype and environmental conditions. It should be noted that our mRNA-seq and ATAC-seq were performed on animals cultured at elevated temperature for a single generation, but not on the second or third generation at elevated temperature. Thus, the changes in expression and chromatin accessibility we see in the first generation of heat stressed *mut-16* mutants may be further exacerbated in second generation heat-stressed *mut-16* mutants, which have reduced brood sizes upon mating, and the sterile third generation. Together, these data suggest that the sterility is affected by the inheritance of a transgenerational epigenetic signal.

Another potential cause of the sterility of *mut-16* mutants and the transgenerational sterility observed in *hrde-1* mutants could be massive up-regulation of transposable elements and repetitive regions of the genome. In the case of *hrde-1*, this accumulation of DNA damage over multiple generations could ultimately triggering sterility. However, in this work we demonstrate that there is no significant change in transposon mRNA expression between *mut-16* mutants at permissive and elevated temperature, and up-regulation of other repetitive elements is only modest. A similar result was observed by a recent study that looked at the expression of TE mRNAs in heat-stressed *prg-1* and *mut-16* mutants (80). Furthermore, multiple labs have shown that transgenerational sterility in multiple mutants, including *hrde-1*, can be suppressed by adding back a copy of the missing gene or returning the strain to permissive temperature, suggesting that the accumulation of DNA damage due to the failure to repress transposons and repetitive regions is unlikely to be the cause of the sterility (42,43,49).

We demonstrated here that P granule integrity is disrupted in *mut-16* mutants experiencing heat stress, however the changes did not correlate with a reduction in transcription of P granule components. It has been observed that some traditionally defined soma-specific genes and their transcriptional regulators may be transcribed at low levels within the germline, and thus disruption of P granules, which may serve as a repository for these maternally-derived, translationally-repressed mRNAs, allows germ cells to begin differentiation into neurons, muscle, and intestinal cells (1,4). Because small RNA pathways and P granules are intimately connected, it is difficult to determine whether disruption of P granules precedes the expression changes of soma-specific genes in the germline of small RNA amplification pathway mutants, or vice versa. Thus, two models could result in the germ cell to soma conversion observed in heat-stressed RNAi mutants: 1) P granules are disrupted in heat-stressed *mut-16* mutants, resulting in translation of soma-specific transcription factors, ultimately resulting in the increased expression of soma-specific genes or 2) Changes in the chromatin status of soma-specific gene loci occur due to the inability of heat-stressed *mut-16* pathway mutants to maintain appropriate chromatin marks at these loci, ultimately resulting in the disruption of P granules, which further contributes to the observed germ cell to soma conversion.

Our data supports the second model, however the two models are by no means mutually exclusive. First, P granule depletion does not result in any detectible change in the expression of somatic genes in germ cells in day one adults (10), which we do observe in heat-stressed RNAi pathway mutants. It was, however, shown that older P granule-depleted adults do exhibit up-regulation of somatic transcripts (11), suggesting that, in *mut-16* mutants, changes in transcript levels of soma-specific genes in the germline are occurring earlier than in P granule mutants. Thus, while P granules clearly play a fundamental role in maintaining the cellular identity of germ cells, their disruption is not likely to be the sole mechanism by which germ cell to soma conversion occurs. Therefore, we propose that the increase in expression of somatic genes in RNAi pathway mutants experiencing heat stress may be directly tied to global changes in chromatin modification based on the following lines of evidence: 1) RNAi pathway mutants have fertility defects similar to those of chromatin modifying enzyme mutants such as the H3K4 methyltransferase *set-2*, the H3K9 methyltransferase *met-2* or the H3K4me2 demethylase *spr-5* (45–51); 2) chromatin modifying enzymes act downstream of the RNAi pathway and through the nuclear RNAi pathway (12,16,42,84–90); 3) chromatin modifying enzymes such as the H3K4 methyltransferase SET-2 acts to maintain repression of somatic genes in germ cells, thus preventing premature germ cell differentiation (2,6–8); and 4) RNAi pathway mutants have global increases in chromatin accessibility along gene bodies in isolated germline nuclei of heat-stressed wild-type animals and, more severely, in heat-stressed *mut-16* mutants, suggesting a loss of chromatin compaction at these loci (Figure 8).

It is interesting to note that despite a global change in chromatin accessibility in heat stressed animals, and even more so in heat stressed *mut-16* mutants, only a subset of genes exhibit differential expression in *mut-16* mutants at elevated temperatures. These genes are perhaps more susceptible to changes in their chromatin status or lack additional layers of transcriptional regulation. Thus, the RNAi machinery, including *mut-16* and the small amplification complex, and the nuclear RNAi pathway, play a key role in the regulation of germ cell immortality, likely by maintaining a proper epigenetic state. Furthermore, recent studies in *Drosophila melanogaster* have shown that germ cell-specific loss of each of the H3K9me3 pathway components SetDB1, Wde, HP1a, and Su(Var)2–10, which links the nuclear piRNA-targeting machinery to the chromatin silencing machinery in *D. melanogaster* ovaries, results in ectopic expression of spermatogenesis and somatic genes within the female germline, ultimately leading to the loss of female germ cell identity (91–93). These findings suggest that the susceptibility of germ cell identity to changes in the chromatin status, in combination with perturbations in small RNA pathways, may be an evolutionarily conserved mechanism. In conclusion, our results uncover a new role for the small RNA pathway in maintaining germ cell fate during heat stress. Through its interaction with chromatin modifying pathways, the small RNA amplification machinery ensures proper gene expression across generations and restricts somatic expression to maintain cellular identity and fertility.

## DATA AVAILABILITY

High-throughput sequencing data for mRNA-seq, small RNA-seq, and ATAC-seq experiments generated during this study are available through Gene Expression Omnibus (GEO #: GSE134573). De-multiplexed raw sequencing data, in fastq format, for N2 and *hrde-1* mRNA-seq libraries used from (42) were obtained from NCBI’s Gene Expression Omnibus (GEO #: GSE74405).

## Supplementary Material

gkaa174_Supplemental_File Click here for additional data file.

# Supplementary material for: RNAi pathways repress reprogramming of C. elegans germ cells during heat stress
**Source:** Nucleic Acids Res. 2020 Mar 18;48(8):4256–73. doi: 10.1093/nar/gkaa174
**Supplement:** gkaa174_Supplemental_File

## Supplemental figures and figure legends

### Supplemental Figure 1

**A**

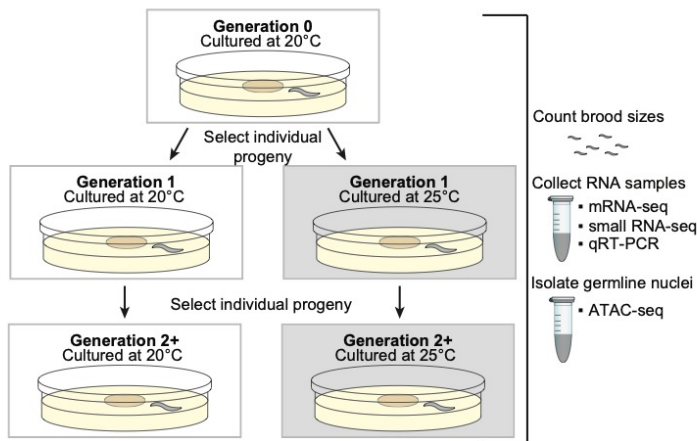

**B**

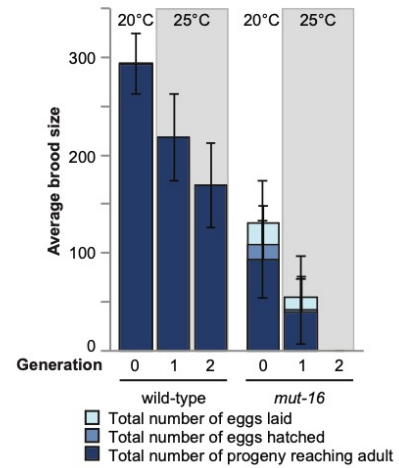

**Supplemental Figure 1. (A)** Schematic for temperature-shift assays. For brood size assay, synchronized L3s were shifted to 25°C, and for all remaining experiments, synchronized L1s were shifted to 25°C. **(B)** *mut-16* mutants have reduced brood sizes. Over-laid bar graph indicates total number of eggs laid (light blue), total number of hatched larvae (medium blue), and total number of animals that survive to adulthood (dark blue). For each generation, n=30 broods. Error bars indicate standard deviation.

## Supplemental Figure 2

A

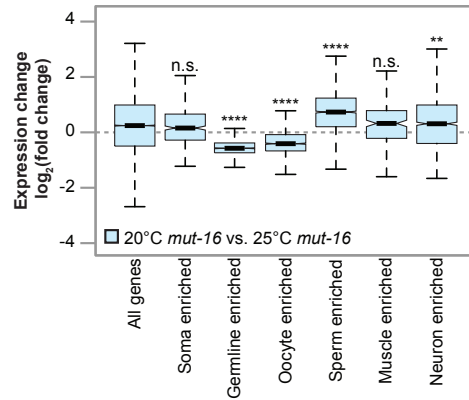

B

Genes up-regulated during heat stress

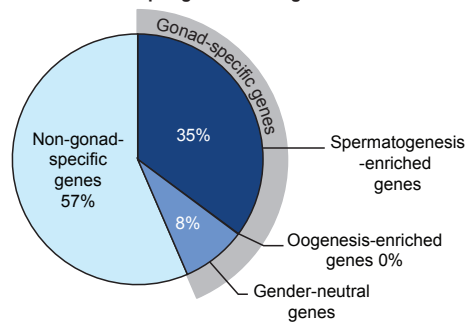

Enrichment analysis of genes up-regulated during heat stress

| Gene list                      | $\log_2$ (fold change) | Significance |
|--------------------------------|------------------------|--------------|
| Spermatogenesis-enriched genes | 2.56                   | ****         |
| Oogenesis-enriched genes       | -5.80                  | ****         |
| Gender-neutral gonad genes     | -0.71                  | ****         |

C

Genes down-regulated during heat stress

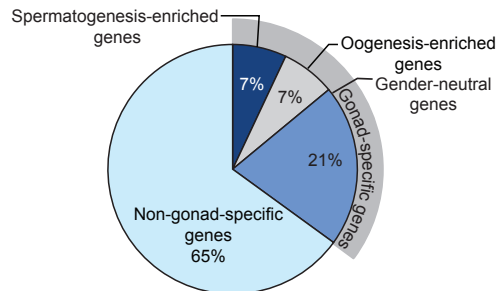

Enrichment analysis of genes down-regulated during heat stress

| Gene list                      | $\log_2$ (fold change) | Significance |
|--------------------------------|------------------------|--------------|
| Spermatogenesis-enriched genes | 0.32                   | n.s.         |
| Oogenesis-enriched genes       | 0.81                   | n.s.         |
| Gender-neutral gonad genes     | 0.61                   | *            |

**Supplemental Figure 2. (A)** Comparison of expression changes in *mut-16* mutants cultured at 25°C compared to *mut-16* mutants cultured at 20°C for published enriched gene sets. Notches indicate the 95% confidence interval of the median; black line indicates median. **(B-C)** Percentages of gonad-specific and non-gonad-specific genes represented in the genes up-regulated (B) and down-regulated (C) in wild-type and *mut-16* mutants at 25°C compared to wild-type and *mut-16* mutants at 20°C. Enrichment analysis for spermatogenesis, oogenesis, and gender-neutral genes amongst the genes up-regulated (B) and down-regulated (C) during heat stress is shown in the table below. n.s. denotes not significant and indicates a p-value > 0.05, \* indicates a p-value ≤ 0.05, \*\* indicates a p-value ≤ 0.01, and \*\*\*\* indicates a p-value ≤ 0.0001.

### Supplemental Figure 3

**A**

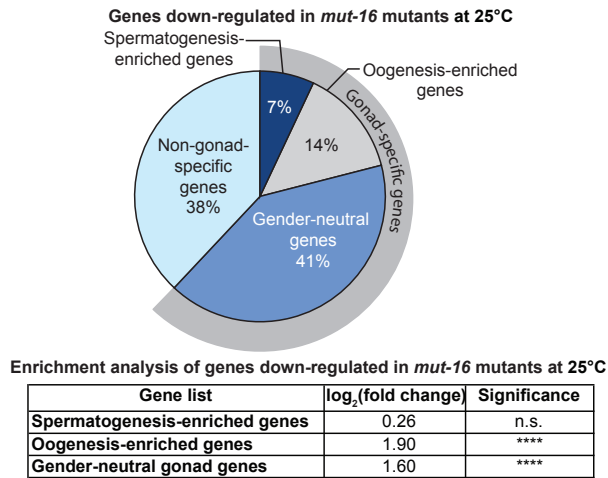

**B**

**Enrichment analysis of small RNA targets for genes down-regulated in *mut-16* mutants at 25°C**

| Gene list              | $\log_2(\text{fold change})$ | Significance |
|------------------------|------------------------------|--------------|
| ALG-3/4 targets        | 0.65                         | *            |
| ERGO-1 targets         | -0.43                        | n.s.         |
| <i>mutator</i> targets | -0.58                        | n.s.         |
| piRNA targets          | -0.01                        | n.s.         |
| CSR-1 targets          | 2.13                         | ****         |

**Supplemental Figure 3. (A)** Percentages of gonad-specific and non-gonad-specific genes represented in the genes down-regulated specifically in *mut-16* mutants at 25°C, compared to wild-type animals at 20°C and 25°C and *mut-16* mutants at 20°C. Enrichment analysis for spermatogenesis, oogenesis, and gender-neutral genes amongst the genes down-regulated in *mut-16* mutants at 25°C is shown in the table below. **(B)** Enrichment analysis for small RNA pathway target genes represented in the genes down-regulated exclusively in *mut-16* mutants at 25°C. n.s. denotes not significant and indicates a p-value > 0.05, \* indicates a p-value ≤ 0.05, \*\*\*\* indicates a p-value ≤ 0.0001.

#### Supplemental Figure 4

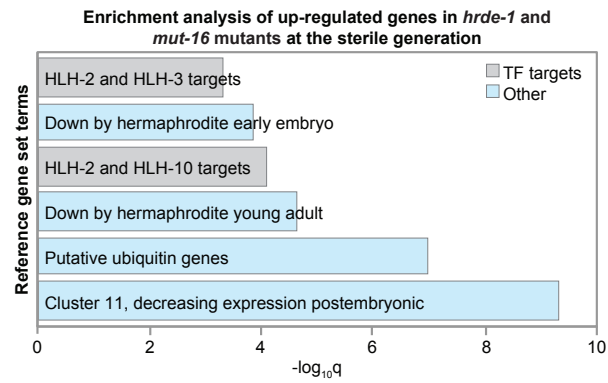

**Supplemental Figure 4.** Gene enrichment analysis of genes up-regulated in both *mut-16* and *hrde-1* mutants at the sterile generation after culturing at elevated temperature using gene reference lists (TF targets (gray) and Other (light blue)) from WormExp ( $\log_{10}Q \geq 2$  and  $FDR < 0.05$ ).

# Supplemental Figure 5

A

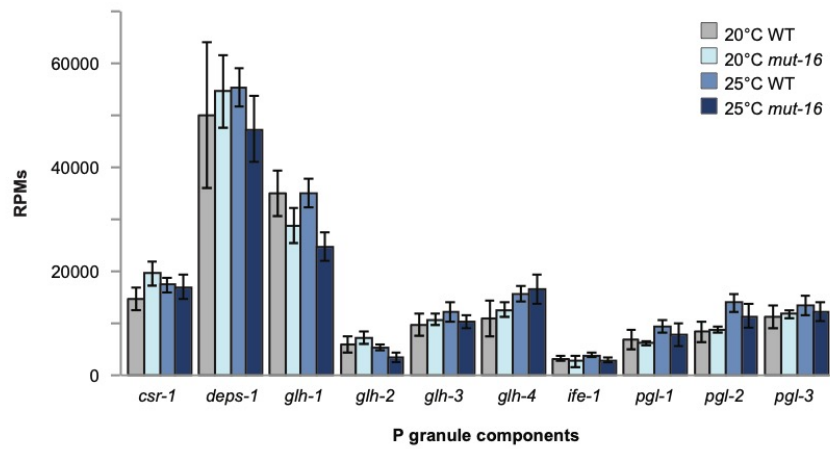

B

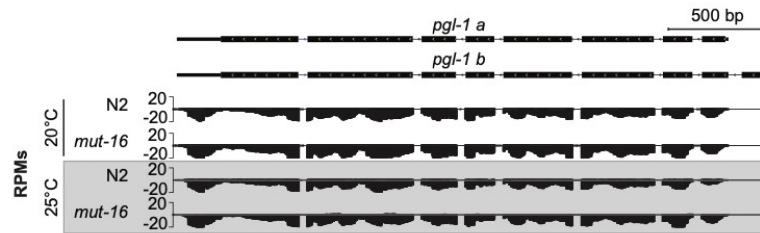

**Supplemental Figure 5. (A)** mRNAs mapping to P granule components are counted, in reads per million (RPMs), from wild-type and *mut-16* mutants cultured at 20°C and 25°C. Error bars indicate standard deviation between replicate libraries. **(B)** mRNA-seq reads, in reads per million (RPMs) are mapped to the genomic locus of PGL-1 in wild-type and *mut-16* mutants cultured at 20°C and 25°C.

Supplemental Figure 6

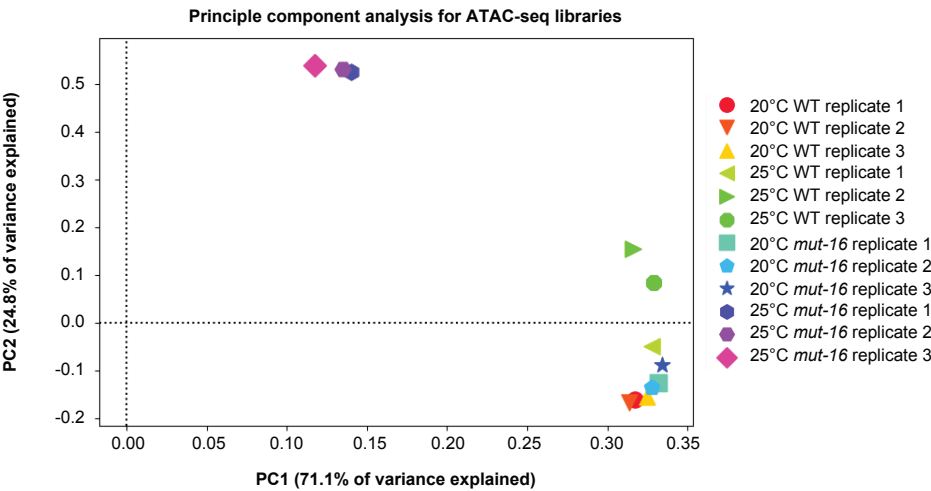

**Supplemental Figure 6.** Principle component analysis for ATAC-seq libraries. Libraries are in biological triplicates.

## Supplemental Tables.

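Supplemental Table 1 gives, for each mRNA-seq and small RNA-seq library, the reads sequenced, those that mapped to the WS258 genome, and those that mapped to transcripts or to transposons of its annotation. For mRNA-seq and small RNA-seq, the transcript column equals the sum of the library's deposited counts, so it is the denominator of the RPM values given here, and the genome column was used as an alternative. The table's transposon reads, divided by the transcript reads, come to 911 ± 153 RPM (SD, n = 3) in the mRNA-seq libraries of wild-type at 20°C, 879 ± 41.2 in wild-type at 25°C, 1324 ± 195 in *mut-16* at 20°C and 1122 ± 109 in *mut-16* at 25°C. In the small RNA-seq libraries, they come to 48936 ± 1801, 57630.2 ± 1472, 19501 ± 1277 and 21593 ± 3365 RPM, in the same order. Single transposons were not analysed here.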

**Supplemental Table 1.** Library mapping statistics.

| Library                        | Total number of reads | Reads mapping to WS258 genome | Reads mapping to WS258 mRNA, ncRNA, and pseudogenic transcripts | Reads mapping to WS258 transposon transcripts |
|--------------------------------|-----------------------|-------------------------------|-----------------------------------------------------------------|-----------------------------------------------|
| N2_20C_1_mRNA                  | 40,478,887            | 36,964,023                    | 19,960,805                                                      | 17,400                                        |
| N2_20C_2_mRNA                  | 37,712,342            | 34,452,658                    | 18,569,724                                                      | 20,056                                        |
| N2_20C_3_mRNA                  | 39,768,225            | 35,889,709                    | 24,219,091                                                      | 18,910                                        |
| N2_25C_1_mRNA                  | 39,785,156            | 36,887,658                    | 21,675,767                                                      | 20,083                                        |
| N2_25C_2_mRNA                  | 44,791,266            | 40,811,177                    | 28,472,933                                                      | 24,369                                        |
| N2_25C_3_mRNA                  | 43,083,005            | 39,945,170                    | 26,746,924                                                      | 22,852                                        |
| <i>mut-16</i> _20C_1_mRNA      | 39,141,147            | 35,666,080                    | 20,894,813                                                      | 32,121                                        |
| <i>mut-16</i> _20C_2_mRNA      | 43,248,000            | 39,308,071                    | 21,391,843                                                      | 27,384                                        |
| <i>mut-16</i> _20C_3_mRNA      | 54,956,698            | 50,063,712                    | 25,965,885                                                      | 29,961                                        |
| <i>mut-16</i> _25C_1_mRNA      | 24,685,397            | 22,549,327                    | 15,432,009                                                      | 19,251                                        |
| <i>mut-16</i> _25C_2_mRNA      | 44,004,746            | 39,635,799                    | 31,774,073                                                      | 33,826                                        |
| <i>mut-16</i> _25C_3_mRNA      | 46,767,699            | 42,560,583                    | 34,195,602                                                      | 36,042                                        |
| N2_20C_1_small_RNA             | 15,234,469            | 11,795,411                    | 9,964,465                                                       | 466,967                                       |
| N2_20C_2_small_RNA             | 16,942,967            | 13,458,071                    | 11,401,866                                                      | 568,202                                       |
| N2_20C_3_small_RNA             | 14,561,315            | 11,350,459                    | 9,579,543                                                       | 480,050                                       |
| N2_25C_1_small_RNA             | 28,323,386            | 23,084,410                    | 19,060,841                                                      | 1,109,291                                     |
| N2_25C_2_small_RNA             | 16,662,554            | 13,311,365                    | 11,012,073                                                      | 646,791                                       |
| N2_25C_3_small_RNA             | 13,253,801            | 5,580,040                     | 4,760,502                                                       | 266,391                                       |
| <i>mut-16</i> _20C_1_small_RNA | 27,965,271            | 21,415,928                    | 17,925,273                                                      | 345,833                                       |
| <i>mut-16</i> _20C_2_small_RNA | 16,407,955            | 12,409,115                    | 10,069,275                                                      | 210,135                                       |
| <i>mut-16</i> _20C_3_small_RNA | 15,640,099            | 12,089,120                    | 10,076,941                                                      | 184,814                                       |
| <i>mut-16</i> _25C_1_small_RNA | 16,355,902            | 11,538,825                    | 7,908,720                                                       | 178,692                                       |
| <i>mut-16</i> _25C_2_small_RNA | 16,508,845            | 13,361,956                    | 9,140,188                                                       | 222,504                                       |
| <i>mut-16</i> _25C_3_small_RNA | 14,847,509            | 12,290,524                    | 8,842,206                                                       | 157,760                                       |
| N2_20C_2_ATAC                  | 30,139,182            | 29,951,867                    | --                                                              | --                                            |
| N2_20C_3_ATAC                  | 39,746,363            | 39,288,387                    | --                                                              | --                                            |
| N2_25C_2_ATAC                  | 32,752,234            | 31,448,960                    | --                                                              | --                                            |
| N2_25C_3_ATAC                  | 30,680,231            | 29,884,443                    | --                                                              | --                                            |
| <i>mut-16</i> _20C_2_ATAC      | 25,143,065            | 24,869,785                    | --                                                              | --                                            |
| <i>mut-16</i> _20C_3_ATAC      | 27,642,635            | 26,898,506                    | --                                                              | --                                            |
| <i>mut-16</i> _25C_2_ATAC      | 22,511,278            | 18,728,422                    | --                                                              | --                                            |
| <i>mut-16</i> _25C_3_ATAC      | 26,612,955            | 25,225,745                    | --                                                              | --                                            |

**Supplemental Table 2.** Oligonucleotide sequences.

| Primer name       | Sequence               |
|-------------------|------------------------|
| CP625 rpl-32 F    | CAAGGTCGTCAAGAAGAAGC   |
| CP625 rpl-32 R    | GGCTACACGACGGTATCTGT   |
| CP1416 pgl-1 F    | TGTTGAGCTCACGGAAC TTG  |
| CP1417 pgl-1 R    | GATCGGCAGGTT CAGATTT C |
| CP1418 glp-1 F    | CTCAAAATGAATGCGCAGAA   |
| CP1419 glp-1 R    | TATCCCGAGTCGCATACACA   |
| CP1420 cdc-42 F   | CTGCTGGACAGGAAGATTACG  |
| CP1421 cdc-42 R   | CTCGGACATTCTCGAATGAAG  |
| CP1424 rab-3 F    | GCCTTCGTCTCTACTGTCGG   |
| CP1425 rab-3 R    | CGGCGGTATCCCAGATTTGA   |
| CP1426 myo-3 F    | GCCTACGCTGATGCTCAGAA   |
| CP1427 myo-3 R    | CCTTCTGGCGTTGTTCTCT    |
| CP1430 faah-1 F   | TTCACACCAACACCTGCACT   |
| CP1431 faah-1 R   | TGGAATGACTGTATGTCCGGC  |
| CP1432 F57F4.1 F  | GGCCGCATCAATTT CAGACC  |
| CP1433 F57F4.1 R  | CGTGTTAACTCGGGCCTCTT   |
| CP1434 C15H11.1 F | GGGAGGGCAAGAGACTGTTC   |
| CP1435 C15H11.1 R | CCCAAGCTCCCTCACAAGTA   |
| CP1436 clp-8 F    | AGATGACGCATTTCCGGCTA   |
| CP1437 clp-8 R    | TCGTCAACCGCCGAAATACA   |
| CP1438 ssp-35 F   | TCGTCTCGGAGTCGGATTCT   |
| CP1439 ssp-35 R   | GACGAACACGGTAGTGCTCA   |

**Supplemental Table 3.** Average technical replicate Ct values for qRT-PCR biological replicates.

| Sample                                                            | 20°C Wild-type (N2) |       | 25°C Wild-type (N2) |       | 20°C <i>mut-16</i> |       | 25°C <i>mut-16</i> |       |
|-------------------------------------------------------------------|---------------------|-------|---------------------|-------|--------------------|-------|--------------------|-------|
| Replicate                                                         | 1                   | 2     | 1                   | 2     | 1                  | 2     | 1                  | 2     |
| <b>qRT-PCR for spermatogenesis genes using hermaphrodite RNA</b>  |                     |       |                     |       |                    |       |                    |       |
| <i>rpl-32</i>                                                     | 20.19               | 19.16 | 20.02               | 19.61 | 20.79              | 19.90 | 18.95              | 20.76 |
| F57F4.11                                                          | 33.15               | 28.72 | 31.13               | 31.72 | 33.82              | 27.07 | 26.82              | 27.14 |
| C15H11.1                                                          | 27.20               | 25.16 | 25.99               | 27.53 | 24.37              | 22.65 | 21.53              | 23.41 |
| <i>clp-8</i>                                                      | 32.59               | 30.05 | 30.15               | 32.84 | 24.82              | 25.43 | 23.12              | 25.33 |
| <b>qRT-PCR for spermatogenesis genes using gonad tissue RNA</b>   |                     |       |                     |       |                    |       |                    |       |
| <i>cdc-42</i>                                                     | 21.35               | 21.84 | 24.07               | 23.77 | 20.66              | 23.22 | 20.18              | 22.03 |
| F57F4.11                                                          | 33.05               | 32.10 | 34.33               | 34.15 | 30.33              | 32.60 | 29.33              | 31.03 |
| C15H11.1                                                          | 30.48               | 31.39 | 32.51               | 33.13 | 28.99              | 31.60 | 28.17              | 29.31 |
| <i>clp-8</i>                                                      | 37.09               | 36.09 | 38.19               | 38.27 | 32.38              | 36.19 | 32.20              | 34.3  |
| <i>ssp-35</i>                                                     | 30.32               | 30.43 | 32.35               | 31.99 | 27.87              | 30.42 | 28.05              | 28.31 |
| <b>qRT-PCR for soma-specific genes using gonad tissue RNA</b>     |                     |       |                     |       |                    |       |                    |       |
| <i>cdc-42</i>                                                     | 24.96               | 23.06 | 28.40               | 21.55 | 21.80              | 25.77 | 28.34              | 24.20 |
| <i>rab-3</i>                                                      | 29.55               | 31.10 | 30.60               | 27.43 | 31.17              | 29.76 | 26.36              | 22.16 |
| <i>myo-3</i>                                                      | 26.24               | 27.96 | 30.60               | 26.26 | 29.33              | 28.13 | 24.42              | 22.13 |
| <i>faah-1</i>                                                     | 25.44               | 27.12 | 29.91               | 25.49 | 29.47              | 27.11 | 24.06              | 21.28 |
| <b>qRT-PCR for germline-specific genes using gonad tissue RNA</b> |                     |       |                     |       |                    |       |                    |       |
| <i>cdc-42</i>                                                     | 23.33               | 23.31 | 24.57               | 25.30 | 27.28              | 23.21 | 24.33              | 24.96 |
| <i>pgl-1</i>                                                      | 21.57               | 21.11 | 23.08               | 23.25 | 24.76              | 21.15 | 21.62              | 22.85 |

How the deposited data were processed for this re-analysis (not part of the article)

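The mRNA-seq and small RNA-seq parts of the study were analysed, each with 3 libraries of wild-type and of *mut-16* adults raised at 20°C or at 25°C, 12 libraries per assay and 24 in all. The chromatin data, the *hrde-1* data and the imaging of the paper were not used here, and of its quantitative PCR only the printed Ct values were read. For both assays, the authors trimmed the reads with Cutadapt, mapped them to the WS258 transcriptome with Salmon and summed the estimates for each gene, so the deposited values are expected counts of reads per gene, without normalization. Versions and settings of these programs, such as strand or the minimum read length, are not named in the methods. Each file holds 46970 entries for 45904 gene names, and the values of 1060 names with more than one entry were added up. The column totals were checked against Supplemental Table 1, and the largest difference from its reads mapping to transcripts was 0. Coordinates and gene classes come from the WBcel235 annotation, which holds 45645 of the gene names.

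Counts were rounded to whole numbers. Genes that passed the filterByExpr function of edgeR 4.0.16 (R 4.3.3) were kept, 14623 in mRNA-seq and 16025 in small RNA-seq, with TMM scaling. All 12 libraries of an assay were fitted with one coefficient per group by edgeR's robust quasi-likelihood method, and genes with a Benjamini-Hochberg adjusted p under 0.05 in a contrast were counted as changed. The contrasts were 25°C against 20°C in each genotype, *mut-16* against wild-type at each temperature, *mut-16* at 25°C against wild-type at 20°C, and the difference between the heat responses of the genotypes. A standard error given with a log2 fold change is its size divided by the normal deviate that matches its p value. Genes counted as changed exclusively in *mut-16* at 25°C differ in the same direction from each of the 3 other groups and differ neither between the temperatures in wild-type nor between the genotypes at 20°C. This rule does not itself test the difference between the heat responses. Replicate numbers in the library titles were taken as the only source of pairing, and the paper does not say that libraries with the same number were grown or prepared together. Because same-numbered libraries of *mut-16* were weakly correlated in mRNA-seq, the comparison of the *mut-16* groups is given with and without the replicate number as a block. In 10 of the 12 titles of the mRNA-seq libraries, the letters RE appear, and their meaning is not explained, so they were tried as a covariate.

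Gene families were fixed by gene name before any value was read, in place of published lists of germline, gonad and tissue genes, and tested with camera from limma 3.58.1, over 14 families in mRNA-seq and 15 in small RNA-seq. Families within lists of genes, and lists of the 2 assays against each other, were compared by two-sided Fisher's exact tests, the families with Benjamini-Hochberg adjustment over 10 families and the assays over the 12421 genes tested in both. Sums over families and lists are in RPM of the library's counts and were compared by exact permutation tests, whose smallest p with 3 libraries per group is 0.1. A gene is named when the paper names it, or when it is among the 3 genes of a list with the largest absolute log2 fold change in the contrast that defines the list, an adjusted p under 0.05, a mean of at least 10 RPM in the higher group and no overlap between the replicates. Fold changes against a group with at most 3 counts in every library are given as lower limits.

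Library totals ran from 15432009 to 34195602 in mRNA-seq and from 4760502 to 19060841 in small RNA-seq, with the lowest in small RNA-seq of wild-type at 25°C. The procedure was tested on simulated data with the group sizes and depths of each assay, in which 200 genes with a mean of at least 100 counts were changed 3-fold. It recovered 98% of the raised and 100% of the lowered genes in mRNA-seq, 97% and 96% in small RNA-seq, and called 0 of the other genes in either. In the simulated contrast between the temperatures in wild-type, 2 genes outside a simulated family were called in mRNA-seq and 0 in small RNA-seq. Genes with fewer counts are detected less often. The 200 genes were changed in *mut-16* at 25°C only. In the mRNA-seq data, 72.6% of the genes tested changed between the temperatures in *mut-16*. The simulation therefore does not measure the errors of the reported lists, or those that come from the scaling. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

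The alternatives tried were the Wald test of DESeq2 1.42.0 with its own size factors, total counts as the scaling, no filter on low counts, at least 10 counts in every library, the replicate block, fits of only the groups compared, the RE mark as a covariate, an adjusted p under 0.01, a minimum absolute log2 fold change of 1, lists made from the interaction, families without their 3 most expressed members, 3 other denominators or sums for RPM values, and each replicate left out in turn. These were chosen before the data were examined. Thinning every library to the smallest total, leaving out the 10 genes with the most counts in each group and removing trends in gene length and GC content (lowess span 0.3) were added after the data had been seen. Read length, strand and first base are not in the counts, so 22G-RNAs were not separated from other small RNAs. Transposons are given only as the read totals of Supplemental Table 1.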

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

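Of the tests in this part, those that left out the major sperm protein genes and the test for microRNA genes inside transcripts were chosen beforehand. Total counts as the scaling and the RE mark as a covariate were among the alternatives set before the data were examined. All other tests were chosen only after the result was seen.

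The heat response of *mut-16* differed from that of wild-type, by edgeR's test of the difference itself with Benjamini-Hochberg adjustment, for 1416 genes with a higher and 3150 with a lower response in *mut-16* in mRNA-seq. The paper does not test this difference across all genes. Library size does not account for the number, since thinning every library to the smallest total left 3710 genes with a different response. Without the 10 genes with the most counts in each group there were 4637 and with trends in gene length and GC content removed 4690. With the RE mark of the library titles as a covariate there were 5092, but the mark is on every library at 25°C and on replicates 1 and 2 of both genotypes at 20°C, so an effect shared by the genotypes cancels from this difference and the covariate could not have removed it. The scaling decides the direction, because with total counts in place of TMM 3147 genes had a higher response in *mut-16* and 889 a lower one. Between these scalings, 1416 of the higher and 889 of the lower genes were shared. Of 100 groupings of the 12 libraries within replicate numbers, the real one included, 3 gave as many genes with a higher response and 2 as many with a lower one, and the others among them kept the 3 *mut-16* libraries at 25°C together. On the third principal component (5.68% of the variance), the marked libraries alone still moved in opposite directions with heat. Marked wild-type libraries were at 29.6 and 12.5 at 20°C and from -29.9 to -24.4 at 25°C. Marked *mut-16* libraries were at -14.6 and -13.6 at 20°C and from 13.4 to 17.5 at 25°C. On the first and second components both genotypes moved the same way. The third component argues against a mark effect that differs between the genotypes as the whole source. Its share of the number of genes was not tested. The balance of higher and lower responses cannot be told apart from the choice of scaling.

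In small RNA-seq, the same test of the difference gave 914 genes with a higher and 2026 with a lower heat response in *mut-16*. There were 1871 such genes with thinned libraries, 2964 without the 10 genes with the most counts in each group and 3348 with length and GC trends removed. With total counts as the scaling, 1043 genes had a higher and 1783 a lower response, so the lower ones were the majority with either scaling. Of 100 groupings within replicate numbers, the real one included, 2 gave as many higher and 2 as many lower responses, and in each case the other one parted the *mut-16* libraries at 25°C. None of the technical explanations tested (library size, a few abundant genes, length and GC content, scaling) removed the pattern, and a genotype-dependent response of small RNAs to temperature is a candidate explanation, formed and tested on the same data.

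By camera with Benjamini-Hochberg adjustment, 10 of 14 gene families differed in their heat response between the genotypes in mRNA-seq. The median log2 difference, *mut-16* minus wild-type, was -2.38 for spermatogenesis genes (adjusted p = 3.42e-30), -0.72 for P granule component genes (adjusted p = 1.01e-06), -0.71 for oocyte genes (adjusted p = 8.28e-19), -0.58 for germline and meiosis genes (adjusted p = 2.51e-09), 0.65 for neuron genes (adjusted p = 2.51e-09) and 0.43 for F-box genes (adjusted p = 4.55e-05). The other 4 were ribosomal protein (-0.41, adjusted p = 2.51e-09), collagen (-0.44, adjusted p = 0.0110), mutator complex (-0.42, adjusted p = 0.00542) and muscle genes (0.25, adjusted p = 1.88e-04), for which other scalings and groupings are not given here. With total counts as the scaling, the medians of the first 6 were -2.08, -0.42, -0.42, -0.28, 0.95 and 0.73, with no change of direction, and with length and GC trends removed -2.36, -0.38, -0.46, -0.39, 0.65 and 0.10. Without the major sperm protein genes, whose reads are shared between near-identical copies, the other 37 spermatogenesis genes had a median of -1.21. Of 100 groupings of the libraries within replicate numbers, the real one included, a median as large was found in 14 for spermatogenesis genes, 18 for P granule genes, 4 for oocyte genes, 19 for germline genes, 41 for neuron genes and 25 for F-box genes. Regrouping turns effects of heat and of genotype into such a difference, so these counts neither set the medians apart from the grouping of the libraries nor put them down to it. Gene by gene, by edgeR with Benjamini-Hochberg adjustment, 49 of 66 spermatogenesis, 10 of 10 P granule, 30 of 32 oocyte and 23 of 35 germline genes had a lower response in *mut-16*, and 21 of 62 neuron and 36 of 178 F-box genes a higher one, against 1 and 12 with a lower one. No biological explanation was tested.

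The paper does not report which genes take most of the small RNA counts. The 10 genes with the most took 21.0 ± 1.45% (SD, n = 3) of the counts in *mut-16* at 25°C, against 6.90 ± 0.880% in wild-type at 25°C, 10.3 ± 1.11% in *mut-16* at 20°C and 5.48 ± 0.161% in wild-type at 20°C. An annotated microRNA overlapped an exon of 0 of these 10 genes, so microRNA genes inside the transcripts do not account for them. A stretch of 15 bases complementary to a microRNA hairpin was present in 10 of 10, where 10000 draws of 10 genes of similar exon length had a median of 2 and at most 7 (one-sided permutation p = 0.0001, the smallest the draws can give). In the same orientation, 2 of the 10 genes had such a stretch (permutation p = 0.506), and with 16 bases 4 had a complementary one (permutation p = 7.00e-04). A candidate explanation is that microRNA reads were counted on transcripts with a complementary stretch. No biological explanation was tested.

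MicroRNA genes, which the paper does not analyse, took 0.331 ± 0.0465% (SD, n = 3) of the small RNA counts in *mut-16* at 25°C, 0.114 ± 0.0165% in *mut-16* at 20°C, 0.0938 ± 0.0121% in wild-type at 25°C and 0.0630 ± 0.0274% in wild-type at 20°C. These are shares of a library, so a loss of other small RNAs raises them without any change in microRNAs, and the counts give no other denominator. No explanation was tested for this share.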

How the results depend on the processing

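The alternatives with thinned counts, without the 10 genes with the most counts in each group and with length and GC trends removed were chosen only after results were seen, and the tests with the replicate block and the others before. Of the values under alternatives for results that answer a comparison, single replicates left out aside, 453 had the direction and the side of the threshold of the reported value, or for counts lay within a factor of 1.5 and for sums in RPM within 1 SD of the log2 ratio. The 86 that moved, 14 with the opposite direction, 10 newly past the threshold and 6 no longer past it are given below, and except where a value shows it, the cause was not tested. For single named genes, 901 values lay on the reported side of the threshold, 30 newly passed the threshold, 40 no longer did, and that of *prg-1* between *mut-16* at 25°C and wild-type at 20°C became 0.013 with total counts, the opposite direction. The RE mark as a covariate, which bears only on comparisons between the temperatures, and leaving out the 10 genes with the most counts moved no count of changed genes by a factor over 1.5.

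The reported counts of higher and lower genes in mRNA-seq are 3309 and 1424 between the temperatures in wild-type, 5880 and 4735 in *mut-16*, 3812 and 1631 between the genotypes at 20°C, 6022 and 4753 at 25°C. In small RNA-seq they are, in the same order, 3238 and 2734, 1328 and 2767, 5387 and 7505, 5022 and 7540.

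With a minimum absolute log2 fold change of 1, mRNA-seq gave 1806 and 185 between the temperatures in wild-type, 3046 and 311 in *mut-16*, 2016 and 203 between the genotypes at 20°C, 3169 and 240 at 25°C, 566 higher and 570 lower heat responses in *mut-16*, 1299 and 52 in both genotypes, and 837 and 56 exclusively in *mut-16* at 25°C. In small RNA-seq it gave 1646 and 1077 in wild-type, 582 and 849 in *mut-16*, 2262 higher between the genotypes at 20°C and 1476 at 25°C, 543 higher and 1124 lower heat responses, and 82 genes with more small RNAs exclusively in *mut-16* at 25°C. With these lists, the genes higher exclusively in *mut-16* at 25°C included 8 (5.79 expected, Fisher's exact p = 0.387) with small RNAs changed exclusively there and 5 (3.98 expected, Fisher's exact p = 0.601) with fewer, and the lower ones 24 (19.7 expected, Fisher's exact p = 0.257) with fewer small RNAs at 20°C, each above the expected number where the reported overlap is below it, and 9 (8.05 expected, Fisher's exact p = 0.701) with more small RNAs at 20°C. The reported overlaps cover 2400 lower genes tested in both assays. Of these, 246 had fewer small RNAs in *mut-16* at 20°C (1020.8 expected, odds ratio 0.113). There were 1937 with more small RNAs at 20°C (946.6 expected, odds ratio 9.97), which means more relative to the rest of the library. With the minimum log2 fold change of 1, the list lower exclusively in *mut-16* at 25°C held 0 oocyte and 0 germline genes, and the list higher in both genotypes held 12 spermatogenesis genes (adjusted p = 0.0665), 0 oocyte genes (adjusted p = 0.221) and 0 germline genes (adjusted p = 0.175, Fisher's exact test with Benjamini-Hochberg adjustment), no longer past the threshold.

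An adjusted p under 0.01 gave 703 lower genes in wild-type and 983 between the genotypes at 20°C, 530 higher and 1451 lower heat responses, and 1832 higher and 450 lower genes in both genotypes in mRNA-seq. In small RNA-seq it gave 2149 higher in wild-type and 731 in *mut-16*, and 441 higher and 987 lower heat responses. At least 10 counts in every library gave, in mRNA-seq, 1709 higher in wild-type, 1648 and 3998 higher between the genotypes at 20°C and at 25°C, 2246 higher and 1102 lower heat responses, 1490 higher in both genotypes and 1324 lower exclusively in *mut-16* at 25°C, and in small RNA-seq 1485 lower in wild-type, 1697 in *mut-16*, 3251 and 3187 between the genotypes at 20°C and 2976 and 3285 at 25°C. Under this filter, the median log2 fold change of small RNAs at spermatogenesis genes was -0.14 between the genotypes at 20°C (adjusted p = 0.867), the opposite direction, 0.096 at 25°C (adjusted p = 0.926) and 0.36 between the temperatures in wild-type (adjusted p = 0.0531, camera with Benjamini-Hochberg adjustment). For their transcripts, the median between the genotypes at 25°C was 0.51, against 2.41 reported. The filter leaves out genes with few counts in any one group, so these values describe only genes counted in every group.

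DESeq2 gave 2779 higher and 2317 lower genes in wild-type, 3102 higher and 2307 lower between the genotypes at 20°C, and 1620 lower in both genotypes, in mRNA-seq. Its overlaps of genes higher exclusively in *mut-16* at 25°C were 16 (15.4 expected, Fisher's exact p = 0.893) with changed, 9 (9.37 expected, Fisher's exact p = 1) with more and 7 (6.07 expected, Fisher's exact p = 0.669) with fewer small RNAs exclusively there, each on the other side of its expected number, and its list held 9 muscle genes. With total counts as the scaling, mRNA-seq had 1825 lower genes in *mut-16*, 2680 between the genotypes at 25°C, 3147 higher and 889 lower heat responses, 438 lower in both genotypes, and 2551 higher and 718 lower exclusively in *mut-16* at 25°C. The overlaps were 36 (29.9 expected, Fisher's exact p = 0.231) with changed and 23 (17.9 expected, Fisher's exact p = 0.198) with fewer small RNAs, above the expected number, and the higher list held 4 spermatogenesis genes, fewer than the 11.5 expected (adjusted p = 0.0168), and 15 muscle genes. Higher genes made up 55.4% of the changed genes with TMM and 80.8% with total counts between the temperatures in *mut-16*, 70.0% and 56.6% between the genotypes at 20°C, 55.9% and 73.0% at 25°C, 57.9% and 70.6% between *mut-16* at 25°C and wild-type at 20°C, 31.0% and 78.0% of the differing heat responses, and in small RNA-seq 54.2% and 41.4% between the temperatures in wild-type. The median log2 fold change of all genes in small RNA-seq, between the genotypes at 20°C, was -0.45 with TMM, -0.55 with total counts and -0.27 with DESeq2.

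Fits of only the groups compared gave 1930 higher genes between the genotypes at 20°C and 2530 higher exclusively in *mut-16* at 25°C in mRNA-seq, and 2320 higher in *mut-16* and 106 with fewer small RNAs exclusively in *mut-16* at 25°C. They give no value for the difference between heat responses. Without a filter on low counts, 2474 genes were lower between the genotypes at 20°C in mRNA-seq, and with thinned counts 1165 had a lower heat response in small RNA-seq. Lists made from the interaction held 355 genes with more and 1001 with fewer small RNAs, shared 45 and 35 with the higher genes in mRNA-seq, past the threshold in both cases, and held 9 muscle genes and 0 spermatogenesis genes, against 5.40 expected (adjusted p = 0.00981). Under the replicate block, the overlap with genes with more small RNAs was 5 (7.98 expected, Fisher's exact p = 0.351), 10 muscle genes were on the higher list, and the spermatogenesis median between the temperatures in *mut-16* was 0.36 (adjusted p = 0.0402). That median was 0.38 (adjusted p = 0.0238) without the 3 most expressed members, and over the alternatives of processing with a camera test the adjusted p ran from 0.0238 to 0.664. The adjusted p of muscle genes on the higher list ran from 0.00357 to 0.395 over its alternatives, and that of spermatogenesis genes from 0.00981 to 1. With length and GC trends removed, the small RNA median of spermatogenesis genes between the temperatures in *mut-16* was -0.013, the opposite direction.

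Same-numbered libraries had a mean correlation of their deviations of 0.11 between the *mut-16* groups in mRNA-seq, and in the other comparisons of -0.042 to 0.066 in mRNA-seq and of -0.076 to 0.019 in small RNA-seq. The replicate block gave, in mRNA-seq, 3271 higher and 1400 lower genes in wild-type, 3739 and 1604 between the genotypes at 20°C and 6005 and 4816 at 25°C, and in small RNA-seq 2997 and 2529 in wild-type, 1189 and 2579 in *mut-16*, 5347 and 7431 between the genotypes at 20°C and 4958 and 7479 at 25°C.

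For sums in RPM, the reads mapping to the genome as the denominator gave log2 ratios of spermatogenesis transcripts of 0.91 between the temperatures in wild-type, 0.88 in *mut-16* and 1.69 between the genotypes at 25°C, of their small RNAs of -0.33 in *mut-16* and -0.53 between the genotypes at 25°C, of small RNAs at the genes higher exclusively in *mut-16* at 25°C of -0.42 in *mut-16* and -3.16 between the genotypes at 25°C, and of transposon reads in mRNA-seq of 0.22 in *mut-16*, the opposite direction. It also turned the ratio of transposon reads to 0.12 in wild-type in mRNA-seq and to -0.10 in *mut-16* in small RNA-seq, the opposite directions but within 1 SD. TMM effective library sizes gave 0.092 in *mut-16* and 1.25 between the genotypes at 25°C for spermatogenesis transcripts, 0.41 between the genotypes at 20°C for their small RNAs, 0.23 in wild-type and -2.83 between the genotypes at 25°C for small RNAs at the exclusively higher genes, and -0.55 in *mut-16* in mRNA-seq and 0.33 in wild-type in small RNA-seq for transposon reads. Without the 10 genes with the most reads, spermatogenesis transcripts had 2.44 in wild-type, 0.57 in *mut-16*, 4.35 between the genotypes at 20°C and 2.47 at 25°C, their small RNAs 1.61 at 20°C and 1.02 at 25°C, the latter in the opposite direction, and the exclusively higher genes 0.097 in wild-type, -2.25 between the genotypes at 20°C and -2.54 at 25°C.

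Across the 12 fits that each left out one replicate, mRNA-seq gave 941 to 2120 genes lower in wild-type, 878 to 2311 with a higher heat response in *mut-16* and 622 to 1199 lower in both genotypes, and a spermatogenesis median between the temperatures in *mut-16* of 0.23 to 0.49, past the threshold in 4 of the fits. Small RNA-seq gave 914 to 2223 higher and 1780 to 2869 lower genes in *mut-16*, 638 to 1555 with a higher and 899 to 2019 with a lower heat response, 102 to 217 and 107 to 160 with more and fewer small RNAs exclusively in *mut-16* at 25°C, and a spermatogenesis median in *mut-16* of -0.011 to 0.22. The values 2223, 1555 and 107 came from the fit without wild-type replicate 3 at 25°C, the small RNA library with the fewest counts. Of the other values from these fits, 686 lay within these bounds, and for named genes 3718 lay on the reported side of the threshold, 60 newly passed the threshold and 110 no longer did. Alternatives for values without counts do not apply, since the files hold counts.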

Differences from the paper's values

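The alternatives set before the data were examined were each compared with the paper's values. The paper counts 1478 genes up-regulated by heat in wild-type and *mut-16*, against 2766 here. At least 10 counts in every library (1490), fits of only the groups compared (1905), an adjusted p under 0.01 (1832) and a minimum absolute log2 fold change of 1 (1299) brought this count within a factor of 1.5 of the paper's, and the other alternatives did not. For genes down-regulated in both, the paper gives 121 and the count here is 947, and none of the alternatives closed the gap. For genes down-regulated exclusively in *mut-16* at 25°C, the paper gives 519 and the count here is 2409, and total counts as the scaling closed the gap (718) while the other alternatives did not.

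The paper finds small RNAs changed exclusively in *mut-16* at 25°C for 140 genes, against 305 here, and none of the alternatives closed the gap. For reduced small RNAs, the paper's count is 82 and the one here 164, and the gap was closed by DESeq2 (111), at least 10 counts in every library (116), fits of only the groups compared (106), an adjusted p under 0.01 (122) and leaving out wild-type replicate 3 at 25°C (107), but by no other alternative. For increased small RNAs, the paper's count is 58 and the one here 141, and only a minimum absolute log2 fold change of 1 closed the gap (82). The paper gives 148 genes up-regulated exclusively in *mut-16* at 25°C with reduced small RNAs in *mut-16* at 20°C, against 736 here, and about 2100 genes with reduced small RNAs in *mut-16* at 20°C in all (Fig. 4F, read by eye), against 7505 here. None of the alternatives closed either gap.

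Small RNAs at the genes up-regulated exclusively in *mut-16* at 25°C are at about 2600 RPM in wild-type at 20°C, about 2300 RPM in *mut-16* at 20°C and about 2600 RPM in wild-type at 25°C in the paper (Fig. 4G, read by eye), against 20965, 3473 and 22977 RPM here. The sums here are over the list made here, which is not the paper's list. For *mut-16* at 20°C, the reads mapping to the genome as the denominator (2871 RPM), the sum without the 10 genes with the most reads (3121 RPM) and leaving out *mut-16* replicate 2 at 20°C (3299.6 RPM) closed the gap, and for wild-type at either temperature none of the alternatives did.

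Transcripts of P granule components in wild-type at 20°C are higher in the paper (Supplementary Fig. S5A, read by eye) for each of the 10 genes. The paper's values are about 15000 RPM for *csr-1*, about 50000 for *deps-1*, about 35000 for *glh-1*, about 5900 for *glh-2*, about 9600 for *glh-3*, about 11000 for *glh-4*, about 3100 for *ife-1*, about 6800 for *pgl-1*, about 8500 for *pgl-2* and about 11000 for *pgl-3*. The values here are, in the same order, 549, 224, 513, 229.6, 76.6, 209, 269, 516, 89.4 and 247 RPM. None of the alternatives closed these gaps. The ranking differs as well, with *deps-1* highest in the paper's figure and *csr-1*, *pgl-1* and *glh-1* the highest of the 10 here.

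Several directions and calls also differ. Apart from the P granule genes, these comparisons are not of the same genes. The families here are fixed by gene name in place of the published lists, and the exclusively up-regulated genes are those found here. In the paper, transcripts of P granule components are not reduced in heat-stressed *mut-16* mutants, while here 10 of 10 were lower in *mut-16* at 25°C than at 20°C, with a median log2 fold change of -0.64, or -0.33 with total counts. The paper finds no significant difference in small RNAs at the exclusively up-regulated genes between the genotypes (Fig. 4G), while here their log2 ratio between *mut-16* and wild-type was -2.59 at 20°C and -2.90 at 25°C, without overlap of the libraries. In the paper, 22G-RNAs at spermatogenesis genes are depleted in *mut-16* (Fig. 4D), while all small RNAs counted on these genes had a log2 ratio between the genotypes of 0.31 at 20°C and -0.27 at 25°C here. Only the latter has the direction of the paper, and it was 1.02 without the 10 genes with the most reads. It was also not separated from the larger share of the most counted genes in *mut-16* at 25°C, which lowers the RPM of others. The medians over genes were 2.49 at 20°C and 1.29 at 25°C, or -0.14 and 0.096 with at least 10 counts in every library. The paper finds these 22G-RNAs unchanged by heat in wild-type, while the log2 ratio of all small RNAs on the genes was 0.50 here, without overlap of the libraries. The paper calls spermatogenesis genes significantly up-regulated by heat in *mut-16*, while here the adjusted p was 0.0526 (camera with Benjamini-Hochberg adjustment), and the replicate block (0.0402), the family without its 3 most expressed members (0.0238) and 4 of the 12 fits without a replicate passed the threshold, over a range of 0.0238 to 0.664 for the alternatives of processing. Gender-neutral gonad genes are enriched in the paper among the genes down-regulated in both genotypes (Supplementary Fig. S2C), while the list here held 2 of 35 germline and meiosis genes, about the number expected.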

Other observations

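In this part, the tests on males, major sperm protein genes, P granule genes, the X chromosome, lists matched on small RNA level and complementary stretches in the exclusive list were chosen beforehand, and the tests on vitellogenins and collagens, on neuron against muscle genes, on P granule against germline genes between the temperatures, on the number of genes higher exclusively in *mut-16* at 25°C and on other groupings of the libraries only after the result was seen.

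Spermatogenesis genes were higher in *mut-16* than in wild-type at 20°C, with a median log2 fold change of 5.18 that was 5.09 with total counts and 5.13 with DESeq2. It was 0.67 with at least 10 counts in every library, a filter that leaves out genes near 0 in wild-type, and the log2 ratio of the family's RPM sum was 1.81. Males among the animals would raise male-specific neuron genes. The RPM sum of 8 such genes, which had too few counts to be tested singly, was 0.254 ± 0.0915 (SD, n = 3) in wild-type and 0.274 ± 0.0807 in *mut-16*, with a log2 ratio of 0.11 (exact two-sided permutation p = 0.7), and sums this low would not show a small share of males. Younger animals at harvest would have lower vitellogenin transcripts, and their log2 ratio was -0.18, in that direction but with overlapping libraries, with 54708 ± 3900.0 RPM in wild-type and 48377 ± 6634 in *mut-16*. Cuticle collagen genes, whose expression changes with developmental stage, were higher in *mut-16*, by a median log2 fold change of 2.36 over 116 genes (adjusted p = 9.34e-52, camera with Benjamini-Hochberg adjustment). Reads shared between near-identical genes were tested without the major sperm protein genes, where the median of the other 37 genes was 3.54, so they do not account for the pattern. In the paper's qRT-PCR of isolated hermaphrodites, C15H11.1 and *clp-8* have lower Ct values in *mut-16* than in wild-type at 20°C in both replicates and the third gene tested in 1 of 2, so males do not account for the rise of those 2 genes. The third gene is F57F4.1 in the paper's text and primer list but F57F4.11 beside its Ct values, so its identity is uncertain. The pattern cannot be told apart from a difference in stage. The sum of the male-specific genes was 1.19 ± 0.190 RPM in *mut-16* at 25°C and 0.291 ± 0.145 in wild-type at 25°C, and no test was made of that difference.

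Neuron and muscle genes were higher in *mut-16* at 25°C. If neither family were expressed in the germline, a smaller germline share of the RNA would raise both by the same factor. The neuron minus muscle median per library was 0.83 higher on the log2 scale in *mut-16* than in wild-type at 25°C, without overlap (exact two-sided permutation p = 0.1, the smallest possible). Against *mut-16* at 20°C the libraries overlapped, with a highest value of -3.86 at 20°C and a lowest of -3.87 at 25°C (permutation p = 0.2), while between same-numbered libraries the measure rose in each of 3 pairs, by 0.58 to 1.06 (exact two-sided sign-flip p = 0.25, the smallest possible). Expression of these families in the germline was not tested, so the values do not exclude a smaller germline share as the source of the difference between the genotypes at 25°C.

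P granule component genes were lower in *mut-16* than in wild-type at 25°C, by a median log2 fold change of -0.65. With total counts as the scaling, the median was -0.45, and with length and GC trends removed -0.42, so neither accounts for the direction. The P granule minus germline median per library differed by -0.083 between the genotypes at 25°C, with overlapping libraries (exact two-sided permutation p = 0.3). The difference between the genotypes therefore cannot be told apart from a smaller germline share of the RNA, which would lower both families by one factor. Between the temperatures in *mut-16*, the same measure was 1.27 at 20°C and 0.99 at 25°C, without overlap (exact two-sided permutation p = 0.1, the smallest possible), so there P granule genes fell more than germline genes.

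X-linked genes made up 333 of the genes higher exclusively in *mut-16* at 25°C with a known chromosome, where 228 would be expected (odds ratio 1.69, two-sided Fisher's exact p = 3.67e-14), and 50 of the genes lower, where 334 would be expected (odds ratio 0.110). X-linked genes are little expressed in germ cells, and a smaller germline share of the RNA in these animals is a candidate explanation for both.

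Of the genes higher exclusively in *mut-16* at 25°C, 736 had fewer small RNAs in *mut-16* at 20°C. The small RNA level of the genes does not account for this, because 10000 lists matched on that level in wild-type at 20°C held a median of 555 such genes and from 492 to 619 (one-sided permutation p = 0.0001, the smallest the draws can give). That genes which lose small RNAs at 20°C are more prone to rise with heat in *mut-16* is a hypothesis formed on the same data, and no test here separates cause from association. The number of genes on the higher list was 1541 with thinned libraries, 1550 without the 10 genes with the most counts in each group and 1508 with length and GC trends removed, of which 1167, 1494 and 1184 were among the 1647 reported. Among the genes with more small RNAs exclusively in *mut-16* at 25°C, 8.09% (11 of 136) held a stretch of 15 bases complementary to a microRNA hairpin, against 7.58% of all genes tested (two-sided Fisher's exact p = 0.746), so microRNA reads do not account for that list.

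F-box genes were higher in *mut-16* at 25°C than at 20°C, with a median log2 fold change over 178 genes of 0.69 (adjusted p = 0.00241), 0.70 with the replicate block (adjusted p = 0.00246), and higher than in wild-type at 25°C, with 0.56 (adjusted p = 0.00836), by camera with Benjamini-Hochberg adjustment. The medians were 1.01 and 0.77 with total counts, and 0.30 and 0.37 with length and GC trends removed. Of the 178 genes, 49 were higher exclusively in *mut-16* at 25°C, where 20.0 would be expected (adjusted p = 2.07e-08, Fisher's exact test with Benjamini-Hochberg adjustment). No biological explanation was tested.

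Other ways of splitting the libraries were tried for each result of a fit over all genes. For 2 groups of 3 libraries with shared replicate numbers, only 4 splits part all same-numbered pairs, so a share under 5% cannot be reached and this count alone cannot set a result apart from the division of the libraries. In 1 of 4 splits, the real one, as many genes changed between the temperatures in wild-type and in *mut-16* and between the genotypes at 20°C and at 25°C, in mRNA-seq and in small RNA-seq alike. The same count, 1 of 4, was found in mRNA-seq for the medians of spermatogenesis genes in these 4 comparisons, of muscle, neuron, P granule and F-box genes between the temperatures in *mut-16* and between the genotypes at 25°C, and of oocyte and germline genes between the temperatures in *mut-16*, and in small RNA-seq for spermatogenesis genes in the 4 comparisons. For lists from all 12 libraries, 100 groupings within replicate numbers were compared, the real one included. As many genes were higher in both genotypes in 1 of 100 and lower in 1 of 100. As many genes were higher exclusively in *mut-16* at 25°C in 8 of 100 and lower in 8 of 100 in mRNA-seq, and the 7 other groupings each kept the 3 *mut-16* libraries at 25°C together, while no grouping that parted them gave a gene. In small RNA-seq, 2 of 100 gave as many genes with more and 2 of 100 as many with fewer small RNAs exclusively in *mut-16* at 25°C, and of the 7 other groupings that kept these 3 libraries together, 1 did so in each case. Dividing the other 9 libraries in another way removes the differences by which genes were excluded, so large lists follow from their definition and these counts do not decide whether the lists depend on the grouping.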
